# Meteorin-like is an injectable peptide that can enhance regeneration in aged muscle through immune-driven fibro/adipogenic progenitor signaling

**DOI:** 10.1038/s41467-022-35390-3

**Published:** 2022-12-09

**Authors:** David E. Lee, Lauren K. McKay, Akshay Bareja, Yongwu Li, Alastair Khodabukus, Nenad Bursac, Gregory A. Taylor, Gurpreet S. Baht, James P. White

**Keywords:** Cell biology, Molecular medicine, Drug development

## Abstract

Pathologies associated with sarcopenia include decline in muscular strength, lean mass and regenerative capacity. Despite the substantial impact on quality of life, no pharmacological therapeutics are available to counteract the age-associated decline in functional capacity and/or, resilience. Evidence suggests immune-secreted cytokines can improve muscle regeneration, a strategy which we leverage in this study by rescuing the age-related deficiency in Meteorin-like through several in vivo add-back models. Notably, the intramuscular, peptide injection of recombinant METRNL was sufficient to improve muscle regeneration in aging. Using ex vivo media exchange and in vivo TNF inhibition, we demonstrate a mechanism of METRNL action during regeneration, showing it counteracts a pro-fibrotic gene program by triggering TNFα-induced apoptosis of fibro/adipogenic progenitor cells. These findings demonstrate therapeutic applications for METRNL to improve aged muscle, and show Fibro/Adipogenic Progenitors are viable therapeutic targets to counteract age-related loss in muscle resilience.

## Abstract (web summary)

Lee et al. demonstrate the protein Meteorin-like can rejuvenate the body’s immune system to enhance muscle regeneration in old age – in part by inducing the death of pro-fibrotic mesenchymal progenitor cells within the muscle.

## Introduction

Sarcopenia and the age-related decline in muscular strength and regenerative capacity contribute directly to the loss of autonomy, greater risk for hospitalization, and healthcare burden^1,2^. Improving resilience could allow for improved mobility and independence. Considering skeletal muscle accounts for nearly half our body mass and is susceptible to functional loss through injury, surgical trauma, or pathology, therapeutic options are greatly needed. Although lifestyle interventions (i.e., exercise or dietary restriction) have been effective in improving muscle resilience in aging^3,4^, there are no available pharmacological therapies to improve muscle repair or to counteract the reduction in muscle resilience in the context of aging. Our group has recently reported the protein Meteorin-like (Metrnl) to have robust effects on immune function following muscle damage^5^. We propose that Metrnl can be leveraged as a pharmaceutical therapy to enhance aged muscle regeneration by positively modulating the cellular environment throughout the regenerative process.

Age-related regenerative impairments are characterized by delayed resolution of injury, incomplete restoration of contractile components and appearance of fibrotic, non-contractile tissue within the muscle. Factors contributing to incomplete regeneration include cell-based^6^ detriments, changes in the local tissue environment^7^ as well as perturbations in systemic factors^8^. Infiltrating immune cells extravasate to damaged muscle and secrete various peptides and cytokines directly into the muscle milieu to drive the regenerative process. Leveraging circulating factors that contribute to the microenvironmental cues lost later in life has been shown to be a highly effective therapeutic strategy^8,9^. Pro-regenerative peptides secreted in the muscle microenvironment are especially attractive therapeutic options because of their biologic nature, stability, and ease of delivery to the site of injury.

Meteorin-like (Metrnl) was originally identified as a myokine, shown to regulate adipose tissue metabolic programming^10^. Since then, Metrnl has demonstrated a role in various cell types including alternatively activated macrophages^11^, osteoblasts^12,13^, and adipocytes^14^. We recently demonstrated the necessity for Metrnl for successful muscle regeneration in vivo^5^. Using cell-type specific deletion of *Metrnl*, we demonstrated that myofiber-specific expression of *Metrnl* was dispensable, while macrophages are a primary source of Metrnl that promotes the initial phases of the regenerative process^5^. The administration of recombinant Metrnl protein to genetically deficient mice at the site of injury showed efficacy as a therapeutic approach to promote an anti-inflammatory/pro-regenerative environment within the muscle and enhance myogenesis^5^. The utility of Metrnl to improve immune regulation and environmental cues during regeneration leads to the hypothesis that Metrnl is deficient in models of pathological muscle regeneration, including aging, and therefore a likely therapeutic target to restore healthy tissue regeneration.

In this study, we first demonstrate a deficiency of Metrnl in aged muscles following injury, and then show in several models of in vivo muscle injury that aged mice can be rejuvenated by Metrnl add-back approaches. Using preclinical models, we demonstrate how intramuscular delivery of recombinant METRNL is sufficient to improve muscle regeneration in aging. We then demonstrate a mechanism of METRNL action during aged regeneration by showing that METRNL enhances the immune responsiveness to counteract a pro-fibrotic program through TNF-induced fibro/adipogenic progenitor (FAP) apoptosis.

## Results

### Reduction in Metrnl expression with age

Aged mice (24–27 months old) had a profound reduction in *Metrnl* expression across the recovery time course when compared to the young controls (Fig. 1a). Both age groups showed an induction of Metrnl expression during the initial days after BaCl_2_-induced damage, eventually returning to pre-injury values after several weeks. Using a more physiological model of muscle damage (downhill treadmill running), we found a similar reduction of muscle *Metrnl* gene expression in aged mice (Fig. 1b) along with reductions in serum protein when measured 24 h after damage induction (Fig. 1c). As we previously demonstrated the necessity for METRNL during muscle regeneration^5^, we tested the hypothesis that enhancing the expression of *Metrnl* is sufficient to improve the age-related decline in muscle recovery. We administered AAV8-Null or AAV8-Metrnl via tail vein injection to mice 24 months old and performed exhaustive downhill running in order to induce muscle damage (Fig. 1d). Circulating METRNL protein confirmed successful AAV restoration in METRNL levels in response to damage (Fig. 1e). Circulating creatine kinase levels, a signature of muscle damage, was similar across all groups when measured immediately before and 72 h after downhill running (Fig. 1f). Functional measurements taken six days following damage show an age-related decline in the recovery of grip strength and running capacity when compared to young controls (Fig. 1g, h). Conversely, recovery was enhanced with AAV-mediated forced expression of METRNL in aged mice (Fig. 1g, h). These experiments demonstrate the sufficiency of METRNL to improve functional regeneration in aged mice by using a non-specific overexpression vector.

**Fig. 1:**
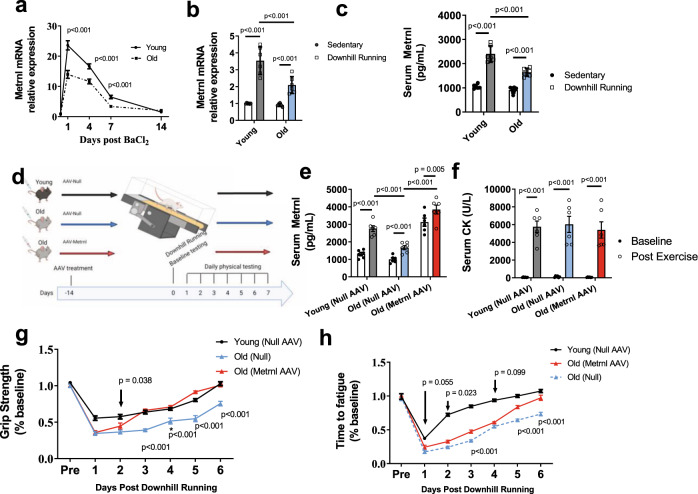
Meteorin-like expression is reduced in aged muscle regeneration. **a** Metrnl mRNA measured by qPCR from mouse TA muscles following BaCl_2_-induced muscle damage (*n* = 6 independent animals/age/timepoint); two-tailed *t* test was used to compare young to old at each timepoint. **b** Metrnl mRNA and **c** plasma protein in young and old mice 24 h following downhill running-induced muscle damage (*n* = 6 independent animals/group); 2 × 2 ANOVA was used with Fisher’s LSD post hoc analysis. **d** Graphic representation of mouse downhill running experiments. **e** Circulating METRNL before and at 24 h post downhill running (*n* = 6 independent animals/group); 2 × 3 ANOVA was used with Fisher’s LSD post hoc analysis. **f** Circulating creatine kinase measure before and 72 h after injury. *n* = 6 independent animals/group; 2 × 2 ANOVA was used with Fisher’s LSD post hoc analysis. **g** Grip strength and **h** running time to fatigue as a percent of baseline measured before and each day following downhill running (*n* = 6 animals/group; two-tailed *t* test was used to compare old(Null) to old(Metrnl) at each timepoint. Source Data are provided as a source data file. Graphics created with BioRender.com. All *p* values are indicated with line connecting comparison groups. Data are presented as mean values ± SEM. WT wild-type, KO METRNL−/−, Y young, O old, ISO isochronic; HET heterochronic.

### Circulating immune cells contribute to reduced *Metrnl* expression in aged regeneration

Evidence suggests *Metrnl* expression is highly enriched in infiltrating monocyte and macrophage populations following muscle damage^5^ so we hypothesized the age-related *Metrnl* insufficiency was specifically a result of reduced macrophage expression and secretion levels of Metrnl. We performed global transcriptomics analysis on bone marrow-derived macrophages (BMDM) from 4-month (young) and 24-month (old). *Metrnl* was among the many genes identified as differentially expressed at an adjusted *p* value below 0.05 between M0 macrophages of young and old BMDM (Fig. S1A, Table S1). We saw a similar decline in METRNL protein secretions and *Metrnl* mRNA levels in BMDM cultured in IL-4 or LPS-supplemented media (Fig. S1B, C) showing that the reduction in METRNL is consistent across several states of BMDM-derived macrophage polarization. To further verify expressions patterns of *Metrnl* to specific cells types, we performed in silico analysis of the previously published, large scale scRNA-seq integrated dataset published by McKellar et al.^15^. This integrated dataset includes ~365,000 cells including samples across the mouse lifespan (2 months through 30 months age) and across a time course of muscle injury (uninjured through 28 days post injury) with more details available in the original publication^15^. We found distinct patterns of *Metrnl* expression levels in clusters of cells identified along the myeloid lineages (monocytes, macrophages, dendritic cells; Fig. S1d, e). When analyzed with respect to time following injury and age of mouse, the pattern of *Metrnl* expression showed a similar dynamism in the immune cell clusters to that of our qPCR analysis on whole muscle homogenate (Fig. S1f, g). Because of this consistent pattern of myeloid-derived expression of *Metrnl* across multiple models, we tested the hypothesis that in vivo replacement of aged circulating leukocytes with young cells was sufficient to rejuvenate aged muscle regeneration. To test this hypothesis, we utilized two well-established models of heterochronic rejuvenation of circulating immune cell populations (parabiosis and bone marrow transplant). First, we used wild-type isochronic (old-old; ISO) or heterochronic (young-old; HET) parabiosis which allows a reproducible sharing of the circulation of mice. Once anastomosis was established (1 month of parabiosis), we induced muscle damage via intramuscular BaCl_2_ injection to the aged parabiont and assessed regenerative capacity (Fig. 2a). Regenerating muscle was harvested 1 day and 14 days post injury and assessed for *Metrnl* expression (Fig. 2b) and CSA, respectively. Fourteen days following BaCl_2_ injection, we saw a significant improvement in the regenerated muscle cross-sectional area (CSA) of the old-HET group compared to that of the old-ISO controls (Fig. 2c, d). The rescue of *Metrnl* mRNA and muscle CSA were each lost when the old-HET pairing included a young mouse with global deletion of the *Metrnl* gene (Metrnl−/−; Fig. 2a–d) demonstrating the role of METRNL in the heterochronic improvements to muscle regeneration.

**Fig. 2:**
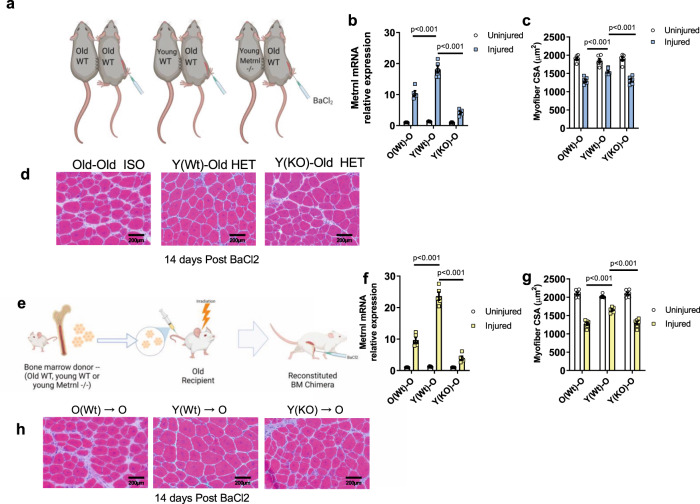
Replacement of circulating Metrnl improves aged muscle regeneration following BaCl_2_ injection. **a** Graphical representation of Heterochronic parabiosis groups (*n* = 6/old WT parabionts tested per group). **b** *Metrnl* mRNA content measured by qPCR from uninjured and 24-hours post-injury TA muscles of old wild-type parabiont (*n* = 5 animals/group); 2 × 3 ANOVA was used with Fisher’s LSD post hoc analysis only to compare differences between injured groups. **c** Cross-sectional area quantified from micrographs (*n* = 6 animals/group); 2 × 3 ANOVA was used with Fisher’s LSD post hoc analysis only to compare differences between injured groups. **d** Representative Hematoxylin and Eosin-stained micrographs from **c**—14 days following BaCl2-induced muscle damage in the old wild-type parabionts. **e** Graphical representation of Bone marrow chimera experiment. **f** *Metrnl* mRNA content measured by qPCR from uninjured and 24-hours post-injury TA muscles of Old chimera (*n* = 5 animals/group); 2 × 3 ANOVA was used with Fisher’s LSD post hoc analysis only to compare differences between injured groups. **g** Cross-sectional area quantified from micrographs (*n* = 6 animals/group); 2 × 3 ANOVA was used with Fisher’s LSD post hoc analysis only to compare differences between injured groups. **h** Representative Hematoxylin and Eosin-stained micrographs of **g** 14 days following BaCl2-induced muscle damage in the Old chimera. Source Data are provided as a source data file. Graphics created with BioRender.com. All *p* values are indicated with lines connecting comparison groups. Data are presented as mean values ± SEM.

To substantiate these findings without the confounding factors associated with heterochronic parabiosis (changes in activity levels, epigenetic alteration in aged muscle), we repeated these experiments using bone marrow chimeras. We established bone marrow chimera in old (24 m), wild-type hosts reconstituted with either old WT, young WT, or young *Metrnl−/−* bone marrow (Fig. 2e). After subjecting the recipient chimera mice to BaCl_2_-induced muscle damage, we found a similar pattern of bolstered *Metrnl* mRNA expression and improved restoration of muscle architecture as that of the parabiosis experiments (Fig. 2f–h). Once again, this effect was lost in aged mice receiving young *Metrnl−/−* chimera.

To ensure *Metrnl* deficiency was not altering hematopoietic cell lineages, we performed flow cytometry on peripheral blood and bone marrow from *Metrnl−/−* mice and saw no statistically significant changes in Ter119+ cells, Sca1+ cells, VEGF-R+ cells, CD45+ cells, or CD45−, CD34+ cells (Fig. S2a, b). These experiments demonstrate the capacity of young circulating immune cells to enhance muscle regeneration in aged mice and the dependence of this rejuvenation on *Metrnl* expression.

### Direct, intramuscular administration of recombinant METRNL as a regenerative therapeutic

We next sought to test the hypothesis that aged muscle regeneration could be improved by pharmacological replacement of METRNL by means of an injectable recombinant protein. Administration of recombinant rMETRNL via intramuscular (IM) injection was performed on mice following BaCl_2_-induced muscle damage. The administration strategy was devised to mirror the natural *Metrnl* response to injury in healthy control muscle (Fig. 1a) which showed a robust *Metrnl* expression, early in the regenerative process. Using 4-month (young) healthy controls or 24-month-old mice, we injured tibialis anterior (TA) muscles by BaCl_2_ injection followed by 3 consecutive treatments of PBS (control) or 0.1 ug rMETRNL immediately, 24 h and 48 h following BaCl_2_ administration (Fig. 3a). Based on previous evidence of shifting macrophage cell profile following muscle injury in *Metrnl−/−* mice^5^, we used flow cytometry to measure the proportion of macrophages that expressed Ly6C as a marker for inflammatory vs anti-inflammatory phenotypes^16^. Macrophages were determined by CD45 + , CD11b + , SiglecF/Ly6G-, F4/80+ cells (Fig. 2b). Twenty-Four hours following BaCl_2_ injury, no differences were found in the number of Ly6C hi and low macrophages between groups (Fig. 3c). At 3 days post injury, Ly6C^hi^ cells constituted a greater proportion of macrophages in old muscle while there was a shift towards Ly6C^lo^ cells in young PBS-treated or old rMETRNL-treated muscle (Fig. 3d). By post injury day 5, the proportion of Ly6C^hi^ cells has predominantly shifted towards Ly6C^lo^ cells in all groups although the young group had lost nearly all of the remaining Ly6C^hi^ cells (Fig. 3e). This accelerated shift with rMETRNL administrations suggest an improved regenerative immune profile in aged mice. To assess this, we analyzed muscle histology at 14 days post injury, finding a greater average CSA of muscle fibers in old rMETRNL mice compared to old PBS control mice (Fig. 3f, g). Finally, to ensure the histological findings related to functional contractile strength, we performed in situ force measurements on the regenerating TA muscle. We show that old mice had significantly reduced absolute force and specific force generation compared to young mice; a difference that was corrected in the old rMETRNL group (Fig. 3h–i). Results from these experiments demonstrate a proof-of concept that aged muscle regeneration can be enhanced by simple intramuscular administration of the recombinant rMETRNL protein.

**Fig. 3:**
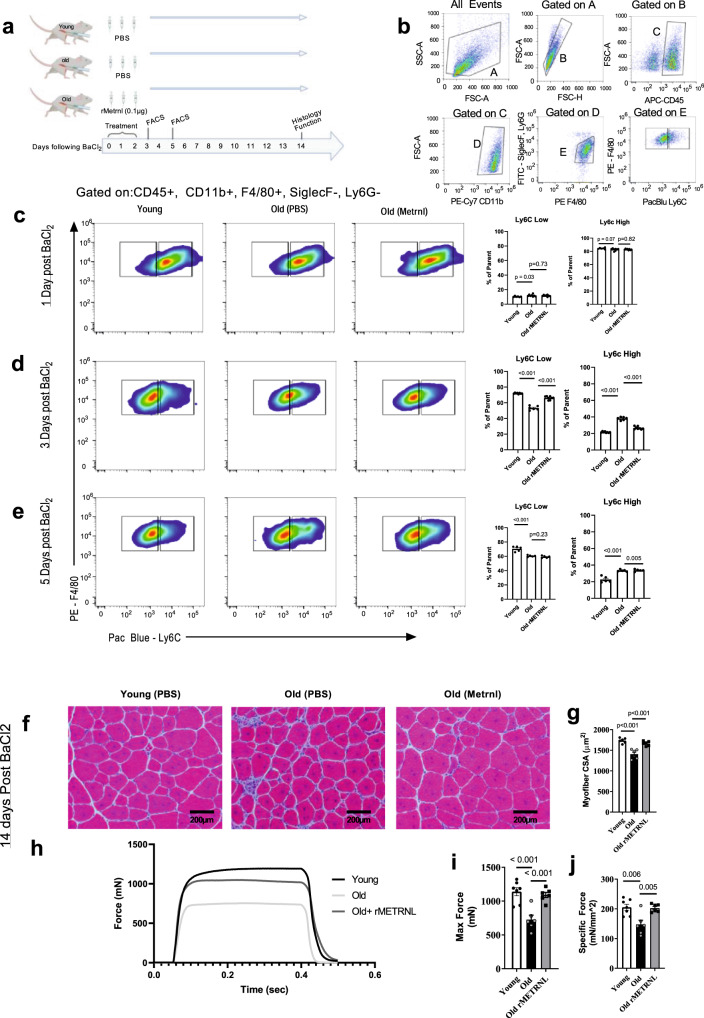
Intramuscular treatment with rMETRNL improves aged muscle regeneration through transition of the inflammatory/anti-inflammatory immune profile. **a** Graphical representation of rMetrnl treatment groups and timeline for experiments. **b** Example gating strategy used for macrophage identification and subtype analysis. The final dot plot (F4/80 vs Ly6C) represents the data shown in **c**–**e**. Representative flow cytometry results and bar graphs of cells isolated from tibialis anterior muscles **c** 1 day (n = 6 young, 10 old, 10 old +rMetrnl), **d** 3 days (*n* = 8 young, 6 old, 8 old + rMetrnl), and **e** 5 days (*n* = 5 animals/group) post injury; one-way ANOVA was used with Fisher’s LSD post hoc analysis. **f** Hematoxylin and Eosin-stained micrographs of tibialis anterior muscles 14 days follow BaCl_2_-induced muscle damage and **g** quantified cross-sectional area (*n* = 6/group); one-way ANOVA was used with Fisher’s LSD post hoc analysis. **h** Representative force generation following tetanic stimulation of tibialis anterior muscles in situ. Summary data (*n* = 7 young, 6 old, 6 old+rMetrnl animals) for maximum force (**i**) and specific force (**j**); one-way ANOVA was used with Fisher’s LSD post hoc analysis. Source Data are provided as a source data file. All *p* values are indicated with line connecting comparison groups. Graphics created with BioRender.com. Data are presented as mean values ± SEM.

### Transcriptomic rejuvenation of aged muscle regeneration by intramuscular injection of rMETRNL

To build upon this therapeutic model, we sought to identify a cellular mechanism to explain how rMETRNL alters the aged environment to enhance muscle regeneration. We performed global transcriptomic analysis on whole muscle mRNA extracts. 

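RNA of tibialis anterior muscle was sequenced from 3 groups of 3 mice each. Young mice (4 months) and old mice (24 months) were injected with barium chloride, a chemical that destroys muscle fibres and starts regeneration. The muscles then received 3 injections of PBS or, in the old rMETRNL group, of recombinant METRNL. The dose is 0.1 ug in the paper's results and 0.1 ng in its methods. The paper gives whole muscle collected at day 8, whereas the labels of the libraries give a suspension of muscle cells and the description of the series gives day 4. The old PBS libraries carry the numbers 2, 3 and 4, and the other groups the numbers 1, 2 and 3. Paired-end reads were mapped to the mouse genome, and the authors deposited the number of reads counted on each of 54532 Ensembl genes, without normalization. The paper's text names DESeq2 for quantification and differential expression, and does not name the aligner. The young PBS libraries held 18079018, 17988044 and 16715442 counts. The old PBS libraries held 16238700, 19663282 and 19234996 counts, and the old rMETRNL libraries 17568744, 16564927 and 22522560. Each library had counts on 21470 to 23950 genes, and a count of 3 corresponded to between 0.131 and 0.202 CPM, the unit of counts scaled to library size. A count of 0 therefore allows a level up to that floor, which covers counting error only. Replicates differed by more than sampling noise, with a chi-square per degree of freedom between 11.9 and 193 for pairs of the same group. The largest was between old PBS 3 and old PBS 4. Counts were normalized by edgeR's TMM method, and groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, on the 6 libraries of each pair of groups. Genes too low for a test were left out by edgeR's own filter. DESeq2 was run as an alternative. Coordinates are those of GRCm38, the build of the annotation used here, since the paper's text does not name the authors' build.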

We chose 8 days post injury for this analysis to identify changes in gene expression signatures during the regenerative phase following the macrophage cellular shift^17^ (Fig. 4a). Transcriptomic analyses measured 14,226 unique transcripts above background levels with 12,883 of these co-expressed among all sample groups (Fig. 4b). 

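A gene was counted as expressed in a group when its mean over the 3 libraries was at least 1 CPM. By this rule 14764 genes were expressed in at least 1 group and 13617 in all 3 groups, which is 92.2% of them. Young PBS muscle expressed 14024 genes, old PBS muscle 14273 and old rMETRNL muscle 14123. Genes expressed in a single group numbered 420 in old PBS, 179 in old rMETRNL and 126 in young PBS. The threshold decided the totals. A mean of at least 0.5 CPM gave 16678 and 14916 genes, and a mean FPKM of at least 1, with exon lengths from the annotation, gave 12836 and 11557. Leaving out any 1 library kept the totals between 14764 and 14882 genes in at least 1 group and between 13334 and 13657 in all 3 groups.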

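Distances between libraries were computed on log2 CPM of 16124 genes, with a prior count of 2. The centre of the young PBS libraries lay 35.7 log2 units from that of the old rMETRNL libraries, 66.1 from that of old PBS, and old PBS lay 69.2 from old rMETRNL. With 3 libraries per group, the exact permutation test over the 10 splits of each pair of groups cannot give a p-value under 0.1. This exact test gave p = 0.7 for young PBS and old rMETRNL and p = 0.2 for each distance from old PBS. The 3 old PBS libraries against the other 6 gave a distance of 65.3, the largest of the 84 ways to choose 3 libraries (exact permutation test, p = 0.0119, the smallest it allows). The distance between young PBS and old rMETRNL was 0.528 times the mean of their distances from old PBS (one-sided exact permutation test over all ways to draw the 3 groups, p = 0.00476). Single libraries of young PBS and old rMETRNL were on average 63.9 apart, against 68.8 within young PBS and 61.0 within old rMETRNL. Old PBS libraries were 97.8 apart from each other on average and 94.9 from the libraries of either other group. The permutation tests do not part a shift of the old PBS libraries from this wider spread, so their small p-values can reflect either.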

Principal component analysis showed similarities in gene expression signatures between mRNA taken from young PBS samples with that of old rMETRNL samples. These clusters both clearly distinguished from old PBS samples based on PC1 (38.55%) and PC2 (14.85%) together accounting for over 50% of variability among gene expression patterns, despite a high degree of variation seen within the old samples (Fig. 4c). 

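The first principal component held 41.5% of the variance and the second 16.7%, together 58.2%, when all kept genes were used without scaling. The share moved most with the 500 genes of largest variance, which put 58.5% on PC1 and 11.7% on PC2. Old PBS 2 and old PBS 4 had the highest PC1 scores, 47.8 and 80.2. Old PBS 3 had a PC1 score of -13.7, inside the range of the young PBS and old rMETRNL libraries, which ran from -33.3 to -4.72. Its PC2 score of -44.7 was the lowest of the 9 libraries. No straight limit on PC1 alone therefore parted the 3 old PBS libraries from the others. PC1 and PC2 together did part them, since no young PBS or old rMETRNL library had a PC2 score under -5.73. Without old PBS 3 the share of PC1 rose to 48.1%, and without old PBS 4 it was 33.1%.

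**Figure D1:**
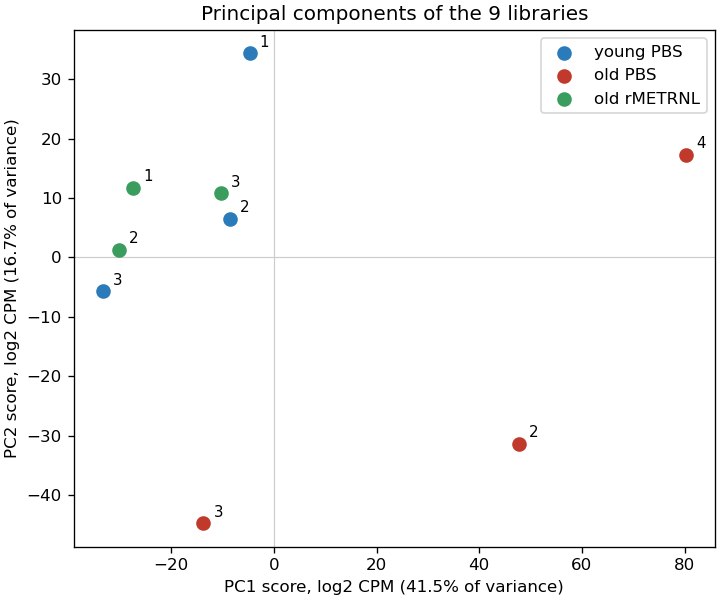
Scores of the 9 libraries on the first (x axis) and second (y axis) principal component of log2 CPM, with the share of variance on each axis, colours for the groups and numbers for the replicates. Old PBS 2 and 4 lie at PC1 scores of 47.8 and 80.2, and old PBS 3 lies at -13.7 on PC1 and -44.7 on PC2.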

We performed unsupervised, hierarchical clustering analysis on the 311 genes that were statistically different between young and old groups and visualized these results using heatmap and dendrogram plots, which show a consistent clustering young PBS and old rMETRNL separate from the old PBS (Fig. 4d). 

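Between old PBS and young PBS, 10 of 15560 genes tested had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, all of them higher in old PBS. DESeq2 with its defaults called 265 genes, 238 higher and 27 lower in old PBS, and shared all 10 of the edgeR calls. Leaving out old PBS 3 raised the edgeR count to 401, and leaving out any other library gave between 2 and 9. Most of the called genes were scarcely counted outside old PBS. Of the 238 genes that DESeq2 called higher, 192 had a mean under 1 CPM in both young PBS and old rMETRNL. Among the 10 genes that passed by edgeR, the 3 largest rises with groups that do not overlap were in Mobp, Ttr and Pcsk1n. Mobp (ENSMUSG00000032517), which encodes a protein of myelin in the brain, lies on chromosome 9 from 120149707 to 120181484. It had 470, 262 and 665 counts in old PBS and 0 in each of the other 6 libraries, at least 167-fold higher than in young PBS (adjusted p = 0.0422, edgeR). Ttr (ENSMUSG00000061808), on chromosome 18 from 20665280 to 20674321, encodes transthyretin and was at least 23.0-fold higher (adjusted p = 0.0438, edgeR), with 0 counts in the other 6 libraries. Pcsk1n (ENSMUSG00000039278), on chromosome X from 7919822 to 7924410, was at least 30.6-fold higher (adjusted p = 0.0438, edgeR). Leaving out 1 library took the adjusted p-value of Mobp between 0.000604 and 0.349, that of Ttr between 0.00946 and 0.320 and that of Pcsk1n between 0.00734 and 0.325. RNA of another tissue in the old PBS libraries is a candidate explanation for such genes, and it stays open. Since fewer than 50 genes passed, the 311 genes of lowest p-value were clustered, of which 241 were higher and 70 lower in old PBS. Their largest unadjusted p-value was 0.0106. On these genes the 3 old PBS libraries formed a cluster of their own and the young PBS and old rMETRNL libraries formed the other. The genes were chosen for differing between young and old PBS, which parts those groups by construction. On all genes kept by the filter, only old PBS 2 and old PBS 4 clustered apart, and old PBS 3 joined the other 6 libraries. Old rMETRNL and young PBS differed in 0 of 15396 genes at an adjusted p-value under 0.05 by edgeR and in 371 at an unadjusted p-value under 0.05.

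**Figure D2:**
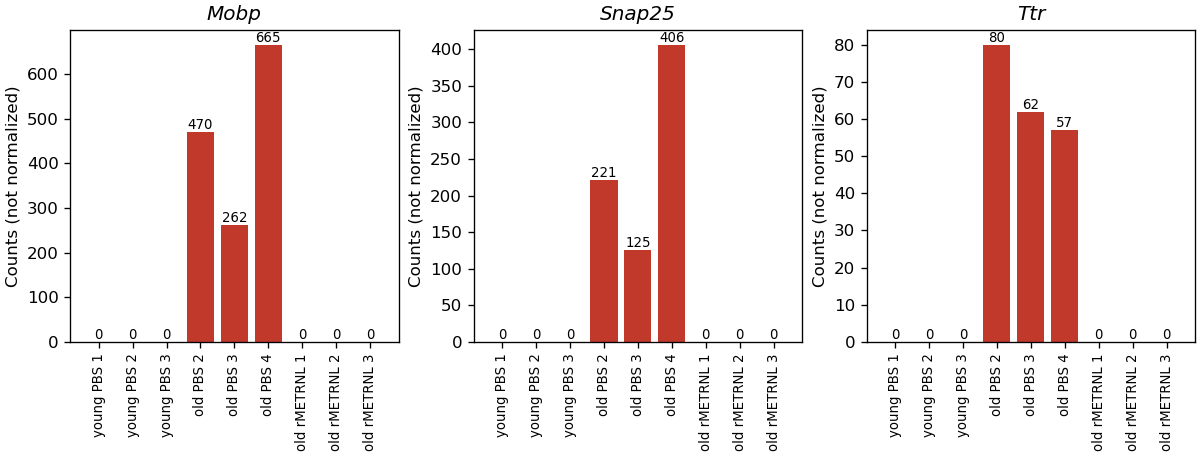
Counts of Mobp, Snap25 and Ttr (y axis, not normalized) in each of the 9 libraries (x axis), with a bar per library, its count above it and a colour per group. The 3 old PBS libraries hold 57 to 665 counts of each gene and the other 6 libraries hold 0.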

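Between old rMETRNL and old PBS, 17 of 15682 genes had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, and all 17 were lower with rMETRNL. This one-sided direction depended on the setting. Without old PBS 3 edgeR called 604 genes higher and 956 lower, and without a filter on low counts 157 higher and 583 lower. Leaving out any other library gave only lower genes. DESeq2 called 354 genes, 43 higher and 311 lower. The 20 genes with the lowest DESeq2 p-values were all lower with rMETRNL. Among the 17 genes that passed by edgeR, the 3 largest falls with groups that do not overlap were in Mobp, Snap25 and Ttr. Each had 0 counts in every rMETRNL library. They were at least 182-fold, 98.4-fold and 25.1-fold lower (adjusted p = 0.0202, 0.0338 and 0.0214, edgeR). These adjusted p-values ran from 2.73e-05 to 0.185 for Mobp, 0.000131 to 0.265 for Snap25 and 0.00149 to 0.185 for Ttr without 1 library. Snap25 (ENSMUSG00000027273), on chromosome 2 from 136713453 to 136782428, encodes a protein of the synapse. Mobp, Snap25 and Ttr also had 0 counts in every young PBS library. RNA of another tissue in the old PBS libraries is a candidate explanation, so these falls cannot be credited to rMETRNL. The 19 genes listed in Fig. 4e are Nrep, Hmox1, Tnfaip2, Fabp5, Gm15675, 5930412G12Rik, Sec14l5, Aplnr, Tnmd, Thbs4, Gm15674, Cthrc1, Gm266, Shox2, Kera, Col24a1, Sparc, Cyfip2 and Col3a1. They were all higher with rMETRNL, with log2 fold changes of 0.80 to 1.67. Over all genes tested 0 of the 19 passed an adjusted p-value of 0.05 by edgeR and 19 had an unadjusted p-value under 0.05. By DESeq2 19 passed. Adjusted over the list alone 19 passed by edgeR, which is not independent evidence, since the list was chosen on these libraries. Nrep (ENSMUSG00000042834), on chromosome 18 from 33437019 to 33464029, had the lowest DESeq2 p-value of the genes that rose. Its level was 297 ± 20.0 CPM (SD, n = 3) with rMETRNL and 139 ± 21.7 CPM (SD, n = 3) in old PBS. The log2 fold change was 1.10 (standard error 0.19, adjusted p = 0.0801, edgeR). Col3a1 (ENSMUSG00000026043), on chromosome 1 from 45311538 to 45349706, had 7086 ± 1952 CPM (SD, n = 3) with rMETRNL and 3207 ± 1292 CPM (SD, n = 3) in old PBS. Its log2 fold change was 1.14 (standard error 0.39, adjusted p = 0.462 by edgeR and 0.0198 by DESeq2). Over the alternatives that kept all libraries its adjusted p-value lay between that value and 0.858, and with 1 library left out between 0.0227 and 1.00. Col24a1 (ENSMUSG00000028197), on chromosome 3 from 145292472 to 145552011, had 25.1 ± 1.14 CPM (SD, n = 3) and 12.7 ± 3.72 CPM (SD, n = 3) in the same groups. Its log2 fold change was 0.98 (standard error 0.22, adjusted p = 0.166 by edgeR and 0.0174 by DESeq2). Over the alternatives its adjusted p-value lay between 0.00152 and 0.632.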

The 20 transcripts that were most significantly altered between Old PBS and Old rMETRNL groups by *p* value are shown in Fig. 4e—notably including multiple ECM-related genes (*Col24a1, Col3a1)* that are markers of fibrosis. We performed Gene Set Enrichment Analysis (GSEA) on lists of significantly altered genes using Gene Ontology (Biological Process—2018) and Reactome databases. 

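Gene sets were tested with camera, which asks whether the genes of a set rank higher or lower than all other genes tested, with a preset correlation of 0.01 between genes. The sets were 10 Reactome pathways on the extracellular matrix and 1 on TNF signalling. All 11 were higher in old rMETRNL than in old PBS at an adjusted p-value under 0.05. In the set of collagen biosynthesis and modifying enzymes, 45 of 54 genes were higher, with a median log2 fold change of 0.59 (limma's camera, adjusted p = 5.86e-12). In the set of extracellular matrix organization, 156 of 209 genes were higher, with a median of 0.31 (limma's camera, adjusted p = 6.24e-09), or of 0.32 without the 3 genes whose counts were at the floor in a whole group. With the correlation estimated from the data, and likewise with fry, 0 of the 11 sets passed an adjusted p-value of 0.05. At an unadjusted p-value under 0.05 the counts were 0 and 1. The sets overlap, and the same collagen genes enter many of them.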

GSEA revealed several pathways upregulated in old rMETRNL-treated muscles compared to old PBS including extracellular matrix remodeling, organization and components from both databases (Fig. 4f). 

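Among 40 collagen chain genes tested, 33 were lower in old PBS than in young PBS, with a median log2 fold change of -0.75 (limma's camera, adjusted p = 7.09e-14). Among 63 genes of a list of matrix genes, 53 were lower, with a median of -0.48 (limma's camera, adjusted p = 3.33e-13). With rMETRNL the collagen median was 0.77 against old PBS, with 31 of 40 genes higher (limma's camera, adjusted p = 8.11e-10), and the matrix median was 0.48, with 55 of 63 higher (limma's camera, adjusted p = 7.09e-14). The p-values were adjusted over the 6 tests of the 2 lists in 3 comparisons. None of these 4 results passed 0.05 under fry, where each had an adjusted p of 0.168. Against young PBS, the old rMETRNL medians were -0.039 for the collagen genes (limma's camera, adjusted p = 0.0606) and 0.051 for the matrix genes (limma's camera, adjusted p = 0.0303). Leaving out 1 library took these medians between -0.19 and 0.16 and between -0.071 and 0.17. The old PBS libraries were uneven. The mean of the matrix list was 5.78, 6.22 and 5.51 log2 CPM in old PBS 2, 3 and 4, against 6.33 ± 0.22 (SD, n = 3) in young PBS and 6.38 ± 0.16 (SD, n = 3) in old rMETRNL. Without old PBS 4 the collagen medians were -0.51 and 0.49. Col1a1 (ENSMUSG00000001506), on chromosome 11 from 94936224 to 94953042, had 1325 ± 734 CPM (SD, n = 3) in old PBS, 3016 ± 1008 (SD, n = 3) in young PBS and 2641 ± 690 (SD, n = 3) in old rMETRNL. It fell by 1.19 on the log2 scale from young to old PBS (standard error 0.45, adjusted p = 0.737, edgeR). Over all genes kept by the filter, the change from young to old PBS and the change from old PBS to old rMETRNL were correlated with r = -0.862, and 81.7% of the genes went in opposite directions. Both changes use the same old PBS libraries. In 100 simulations of unchanged groups, all 9 libraries were drawn with 1 spread per gene for all groups. The mean r was -0.503, with 66.7% of genes in opposite directions. The old PBS libraries differed more among themselves than the other groups did, which the simulations leave out. They therefore do not show how negative r becomes from that spread alone. Of the 840 ways to draw the 3 groups from the 9 libraries, 4 gave an r as negative. This count does not part a reversal from that spread either. With disjoint old PBS libraries for the 2 changes, r lay between -0.574 and -0.0937, and the share of genes in opposite directions between 38.6% and 63.8%. These values are across genes, which are not independent replicates. From this transcriptomic study, the paper concludes that collagen and matrix pathways were upregulated in old muscle, that rMETRNL reversed this, and that its injection can rejuvenate the transcriptome.

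**Figure D3:**
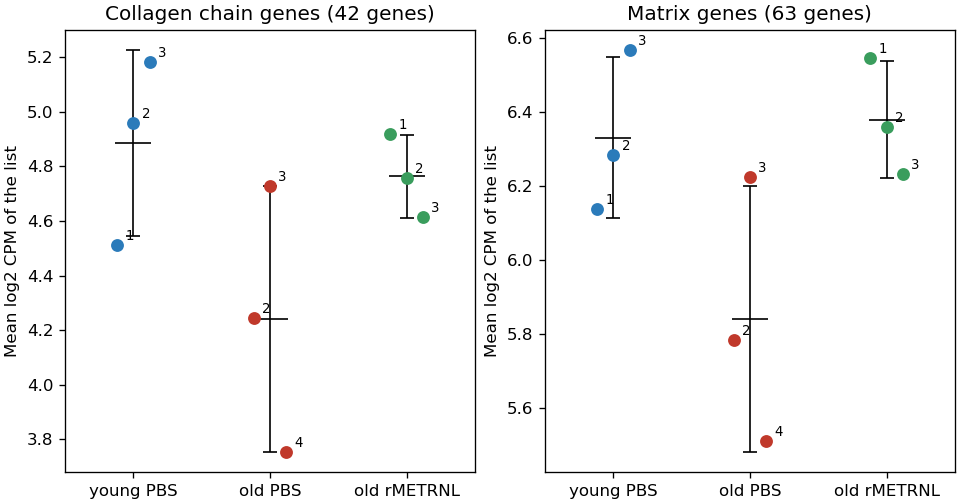
Mean log2 CPM of the collagen chain genes (left) and of the matrix genes (right) on the y axis, by group on the x axis. Numbered points are libraries, and bars are the group mean and SD (n = 3). For the matrix genes old PBS 2 and 4 lie at 5.78 and 5.51, under all other libraries, and old PBS 3 lies at 6.22.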

Results from this transcriptomic study were twofold: (1) a clear signature was present where old muscle showed upregulated pathways involved in collagen formation, ECM development and ECM component organization which was reversed by rMETRNL and (2) they substantiate an intramuscular METRNL injection following injury can rejuvenate the transcriptomic signature of aged muscle.

**Fig. 4:**
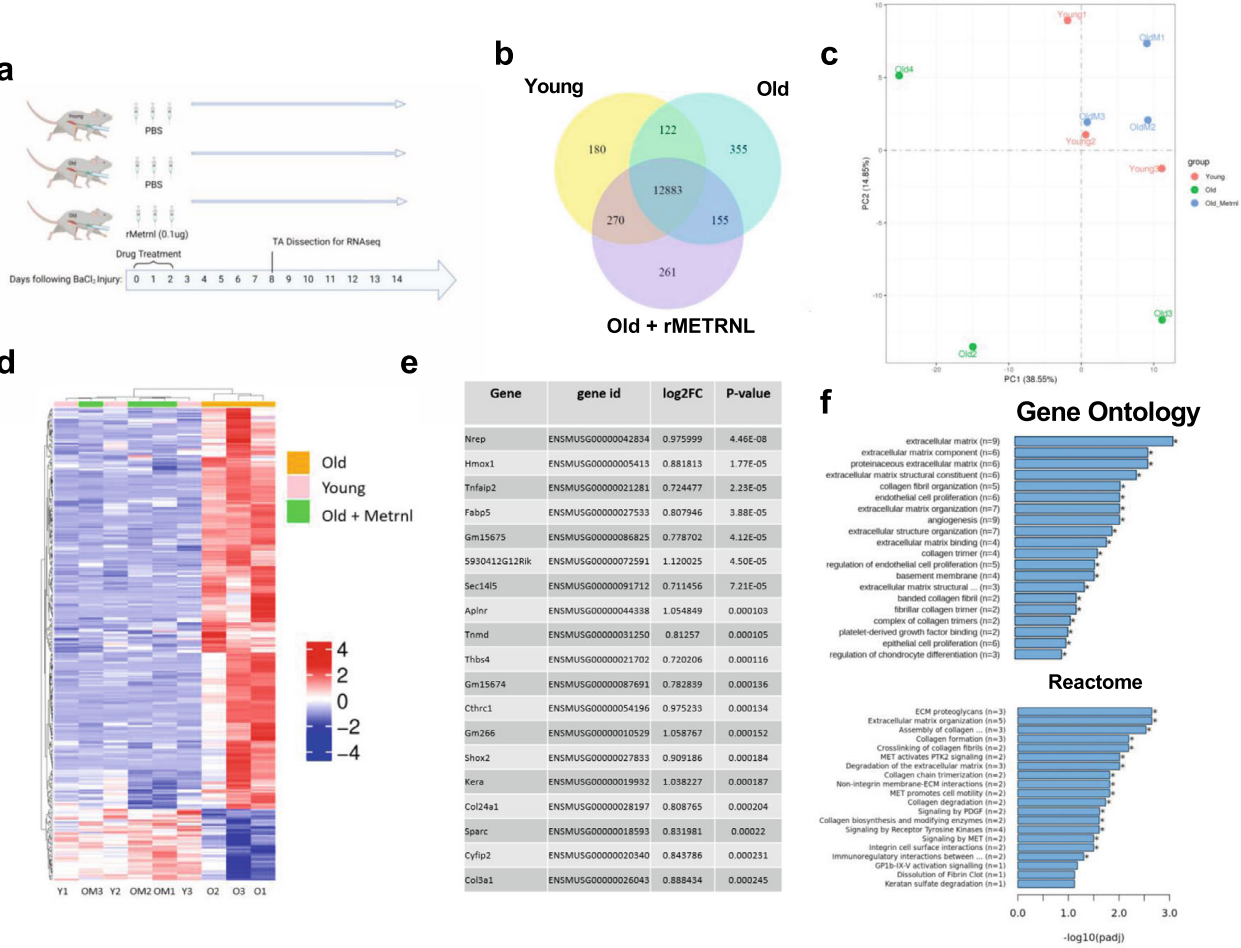
rMetrnl rejuvenates the transcriptional profile of aged muscle regeneration. **a** Graphical representation of experimental design (*n* = 3/group). **b** Venn Diagram of co-expressed transcripts between groups. **c** 2D Graphical representation of principal component analysis showing top two principal components of transcriptomic data. **d** Heatmap and dendrogram of transcript (*y* axis) expression level compared to mean expression across all groups (colormap) from each sample (*x* axis). **e** Top transcripts ranked by significance and log fold change when differential expression analysis was performed between old and old+rMetrnl groups; two-tailed *t* test was performed between old and old+rMetrnl and FDR adjusted to determine *p* value. **f** Gene set enrichment analysis performed to determine *p* values between old and old+rMetrnl groups specifically using Gene Ontology (Biological Processes) and Reactome databases. Graphics created with BioRender.com. Source data are available through GEO Accession ID GSE217037.

### Single-cell RNA sequencing inferential analysis of cell-to-cell communication

We next aimed to characterize potential cell-to-cell communication networks, which might explain how a transitioning macrophage phenotype contributes to altered fibrotic gene expression signatures. To test this, we performed single-cell RNA sequencing analysis on cells isolated from young PBS, old PBS and old rMETRNL mice 4 days post BaCl_2_-induced damage (Fig. 5a). Following data normalization and transformation, 35,836 cells across all three samples (triplicate samples of each experimental group were pooled, isolated and submitted for sequencing) contained 18,266 features and were visualized using a 2D UMAP (Fig. S3A). UMAP clustering showed even distribution among each of the samples (Fig. S3B). Using canonical gene markers, ten distinct cell clusters were identified representing typical cell types seen during muscle regeneration (Fig. S3C, Fig. 5b). The two most abundant cell populations represented included CD52+ immune cells and Pdgfra+ FAP cells, which are typical observations for 4 day-post injury timepoint (Fig. S3f, g). We performed cell-to-cell inferential analysis to identify ligands from a known secretory cell population to that of an unknown receptor-expressing cell population^18^. We used immune cells as the primary ligand source cell-type because of our previous findings which demonstrated a shifting macrophage cell population in aged muscle treated with rMETRNL (see Fig. 3b, c). Results of cell-to-cell communication analysis revealed the greatest interaction strength and greatest number of interactions occurred between immune cells and the FAPs (Fig. 5c–e). When these receptor/ligand pairings were categorized by cell-to-cell communication pathways, the most significantly inferred pathways were IL1, PDGF, IGF, TNF among others (Fig. 5f). Further normalization and analysis of the subset of FAPs was performed and differential gene expression analysis allowed the categorization into specific FAP subpopulations, primarily differentiated by cell cycle behavior such as quiescent, actively dividing or an ECM-related gene signature (data not shown). There was a small clustering of cells that had a distinct gene signature from the other categories and was overrepresented by cells from the old PBS sample compared to young PBS or old rMETRNL samples (Fig. 5g, h). This subpopulation represents FAPs that have reduced signatures of cellular proliferation regulation, reduced peptidase activity, greater ECM secretion, and reduced cell cycle activity (Fig. 5i). Results from these scRNA-Seq inferential studies suggest an age-related immune cell phenotype early in regeneration, which is associated with a pro-fibrotic gene signature later in regeneration. Treatment with rMETRNL returns the aged immune phenotype back to a youthful state, which is associated with the suppression of the pro-fibrotic phenotype.

**Fig. 5:**
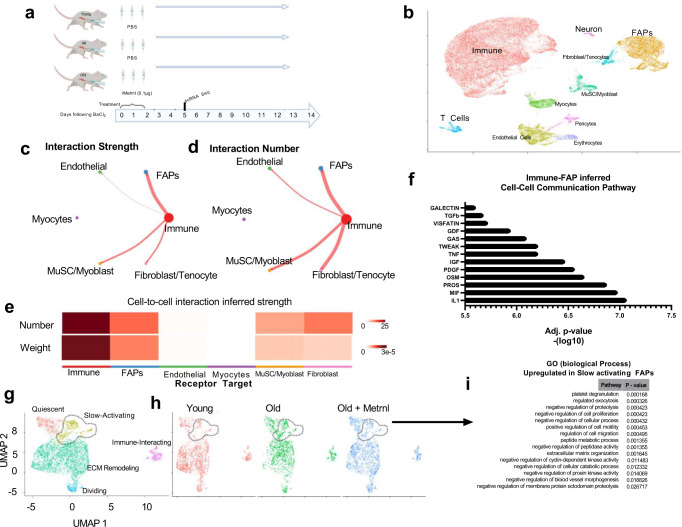
Single-cell transcriptomics shows rejuvenation of aged muscle tissue by rMetrnl treatment 4 days post-injury. **a** Graphical representation of the experimental design. **b** Combined UMAP reduction plotted in two dimensions with cell cluster identities labeled. **c**, **d** Cell-to-cell communication analysis assessing ligand/receptor pairings across cell types. Immune cells were chosen for ligand source and strength of interaction and the number of ligand/receptor pairs is indicated by chord thickness. Number of cells in a group is indicated by circle diameter. **e** Heatmap showing results from **c**, **d**. **f** Two-tailed *t* test was performed and FDR adjusted to infer cell-to-cell communication pathways upregulated with immune cell-expressed ligands and FAP-expressed receptors. **g** Subset analysis of FAP cells from **b** shown by UMAP reduction and separated by sample group (**h**). Dashed circle highlights distinct FAP population identified as overrepresented in old PBS cells. **i** Gene Set Enrichment Analysis was used to determine *p* value using GO (biological process) database on FAP cell subset circled from **g**, **h** when differential expression analysis was performed against all other FAP cells. Graphics created with BioRender.com. Source data available through GEO at Accession ID GSE217258.

### Fibro/adipogenic progenitor cells are responsive to post-injury rMETRNL in aged muscle

Next, we aimed to identify factors by which the rMETRNL-responsive macrophages signal to FAPs, leading to improved aged muscle regeneration. We performed fluorescence-activated cell sorting (FACS) on Sca1+, CD45−, CD11b−, CD31− cells (from here referred to as Sca1+ FAPs) from injured muscle-derived cell suspensions (Fig. 6a) to collect these FAP population for gene expression analysis. We measured higher levels of *Pdgfra*, *Col1a1*, and *Fn1* by RT-qPCR in the old PBS group compared to both the young PBS and old rMETRNL group (Fig. 6b). We also collected CD45+, CD11b+ myeloid cells (predominantly macrophages at this timepoint) and cultured these cells for 36 h before analyzing levels of TNFα in the conditioned culture media. Results showed an overall decrease in TNFα concentration in the media conditioned by old PBS myeloid cells compared to both young PBS and old rMETRNL (Fig. 6c). Because TNFα is a known contributor to FAP apoptotic signaling^19^, we analyzed Sca1+ FAPs at a later timepoint (7 days post injury) to determine if the TNFα contributed to altered proportions of FAPs in the muscle across the regenerative program. The Sca1+ FAPs in the old rMETRNL samples had a significantly higher frequency of the apoptotic marker AnnexinV (Fig. 6d). To rule out direct effects of rMETRNL on Sca1+ FAPs, we performed annexinV staining and metabolic flux analysis in vitro using FACS-sorted Sca1+ FAPs and saw no significant changes between the old and old + rMETRNL-treated Sca1+ FAPs (Fig. S5a–d). We also tested the direct effects of METRNL in vitro, on FACS-sorted muscle stem cell proliferation (Fig. S5e) and total satellite cell numbers at 3 days PI in vivo, after rMETRNL treatment (Fig. S5f). We failed to see any changes in proliferation or cell number with METRNL treatment.

**Fig. 6:**
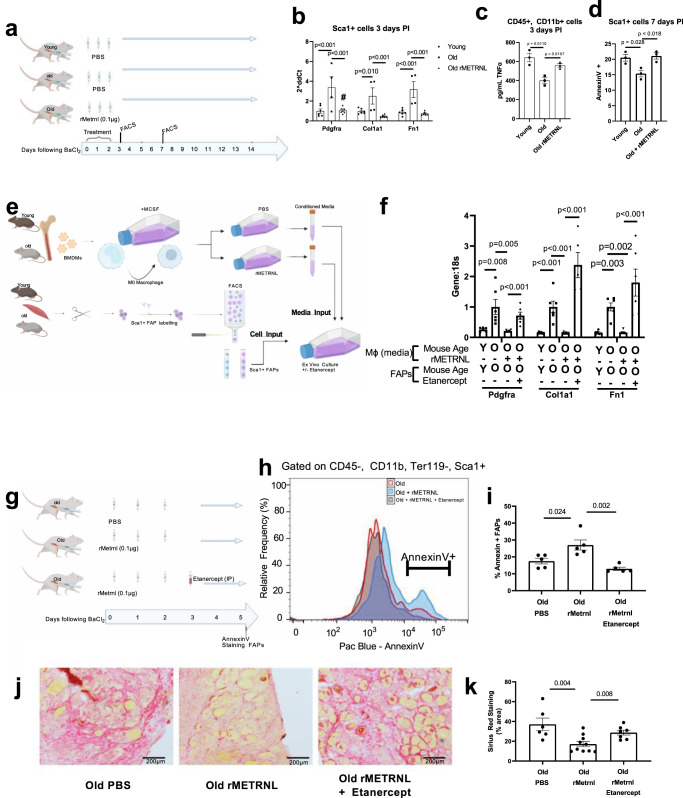
Metrnl rejuvenates aged muscle regeneration through macrophage-derived TNF-induced FAP apoptosis. **a** Graphical representation of the experimental design for **b**–**d**. **b** FACS-sorted cells Sca1+ FAPs were collected and mRNA analyzed by RT-qPCR. Genes are shown relative to 18 s which remained unchanged between biological groups (*n* = 6 animals/group); one-way ANOVA was used with Fisher’s LSD post hoc analysis. **c** FACS-sorted CD45+, CD11b+ cells were collected from 3 days PI mice and cultured for 36 h to allow cytokine secretion into culture media (*n* = 3 animals/group). Culture media was then subjected to ELISA analysis for TNF concentration; one-way ANOVA was used with Fisher’s LSD post hoc analysis. **d** Sca1+ cells from 7 days post injury were collected by and stained with AnnexinV and analyzed by flow cytometry to quantify apoptotic cell percentage (*n* = 3/group); one-way ANOVA was used with Fisher’s LSD post hoc analysis. **e** Schematic representation of ex vivo culture system using conditioned media collected from BMDM-differentiated M0 macrophages from young and old mice. This conditioned media was then used to culture Sca1+ FAPs isolated by FACS from young and old muscle. This allowed the separate treatment of M0 macrophages with rMETRL and treatment of FAPs with Etanercept. **f** mRNA from **e** analyzed by RT-qPCR (*n* = 6/group); one-way ANOVA was used with Fisher’s LSD post hoc analysis. **g** schematic representation for in vivo rMETRNL treatment combined with TNF inhibitor experiment. **h** Representative frequency distribution and **i** summary data for flow cytometry of AnnexinV gated on Sca1+ FAPs at 5 days post BaCl_2_ injury; (*n* = 5 mice/group); one-way ANOVA was used with Fisher’s LSD post hoc analysis. **j** Representative micrographs and **k** summary analysis of Sirius Red staining of collagen from tibialis anterior muscles 5 days follow BaCl_2_ injury (*n* = 6 old, 10 rMetrnl, 7 Etanercept muscle sections analyzed representing five animals/group); one-way ANOVA was used with Fisher’s LSD post hoc analysis. *p* value is indicated with connecting line between comparison groups. Source Data are provided as a source data file. Data are presented as mean values ±  SEM. Graphics created with BioRender.com.

### TNFα-induced FAP fibrogenic differentiation and apoptosis mediate the effects of rMETRNL in old muscle regeneration

These results led to the hypothesis that rMETRNL is contributing to greater amounts of secreted TNFα in old macrophages, which then signal directly to FAPs. We tested this hypothesis using an ex vivo media transfer system. We isolated and cultured macrophages and FAPs separately to allow treatment of macrophages with rMETRNL for conditioning media used in culturing FAPs. This allowed use of pharmacological inhibitors in the treatment of FAPs, directly, without impacting macrophage secretion as would occur in a co-culture approach. Young and old BMDMs were treated with rMETRNL for 36 h and conditioned media collected. This medium was then used to culture Sca1+ FAPs isolated from young and old uninjured muscle for 5 days before analyzing fibrogenic gene markers (Fig. 6e). We found significant upregulation in gene expression of *Pdgfra, Col1a1, and Fn1* in old FAPs cultured in old macrophage media compared to young FAPs cultured in young macrophage media. The age-related fibrogenic markers were reversed in old FAPs cultured in rMETRNL-treated macrophage medium (Fig. 6f). This finding substantiated our previous in vivo data suggesting rMETRNL treatment altered muscle cytokine secretion, which affected FAP differentiation. To determine the necessity of TNFα signaling, old FAPs were cultured in rMETRNL-treated macrophage medium with 10 uM Etanercept (Embrel) to inhibit TNFα specific signaling. The inhibition of TNFα signaling negated the benefits of rMETRNL-treated macrophage media, promoting increased fibrogenic gene expression in the FAPs (Fig. 6f). These findings support our hypothesis that TNFα is acting to mediate the immune-FAP signaling induced by rMETRNL. Knowing the limitations of this ex vivo approach (especially the atypical physiology of primary BMDM-differentiated macrophages), we attempted to translate these findings to an in vivo system. We performed a similar intramuscular rMETRNL treatment in old mice, as used in previous experiments, with a subset of mice receiving 1 mg/kg Etanercept via intraperitoneal (I.P.) injection following the final rMETRNL treatment (Fig. 6g). We hypothesized the rMETRNL treatment would stimulate FAP apoptosis measured by AnnexinV and that this could be reversed by inhibition of TNF using Etanercept in vivo. Our results showed that rMETRNL administration early during regeneration (Day 0–2) stimulates clearance of FAPs measured by a ~40–60% increase annexinV labeling (*p* = 0.024) which could be abrogated by the systemic TNFα inhibitor Etanercept (*p* = 0.002, Fig. 6g–i). To determine if METRNL-induced effects on FAPs would translate into differences in muscle fibrosis, we performed histological analysis on aged muscle sections, post injury, treated with rMENTRL with or without etanercept. When we analyzed the percent area covered by stained collagen, the results showed high fibrosis in the Old PBS control muscle, which was reversed with rMETRNL treatment (F6J-K). In contrast, co-treatment with etanercept negated the benefits of rMETRNL to reduce muscle fibrosis (F6J-K). These results support the role of METNRL is regulating age-related fibrosis, in a TNFα-dependent manner.

## Discussion

The immune response during muscle repair has emerged as a critical process for successful regeneration and is, in part, regulated by the macrophage-secreted factor Meteorin-like (METRNL)^5^. Considering the importance of METRNL during the regenerative process, this presents a natural therapeutic target for improving regeneration in aged muscle. In this study, we demonstrate that incomplete muscle regeneration in aging is associated with insufficient production of METRNL, and this can be counteracted by exogenous delivery of METRNL to the damaged tissue. We extend these observations by showing the therapeutic efficacy of an injectable recombinant METRNL therapy to enhance aged muscle regeneration, evidenced by cellular, transcriptomic, functional, and histological improvements. We then detail a mechanism by which METRNL treatment restores aged macrophage TNFα secretion, contributing to fibro/adipogenic progenitor apoptosis and suppression of pro-fibrotic differentiation and fibrosis.

The ability of *Metrnl* to reprogram aged macrophages suggests that METRNL may act as a therapeutic in conditions where the pro-regenerative immune response is insufficient. In our initial time course experiment, we found a dramatic reduction of *Metrnl* following muscle damage in aged mice. We were able to recapitulate the age-related reduction in *Metrnl* expression in cultured BMDMs. These data are in agreement with our previously published proteomics of secreted proteins from young and old macrophages, which revealed METRNL as one of the top downregulated secreted proteins from old macrophages^20^. Our blood exchange models (parabiosis and bone marrow transplantation) support the rejuvenating effects of a youthful immune system to return Metrnl expression after injury. However, we also highlight the necessity of *Metrnl* to achieve full effect.

Age-associated detriments to muscle repair result in incomplete restoration of muscle contractile capacity and greater non-contractile tissue and fibrosis^21^. Evidence by Kuswanto et al.^17^ suggests detriments to innate immune signals contribute to age-related degeneration in aged mice. This suggests that a lack of METRNL may be a contributing factor to the age-related macrophage alterations seen during muscle regeneration. While several other macrophage-derived peptides have been shown to be required for muscle repair, (i.e., IL-10^22^, CCL2^23^, IGF-1^24^, ADAMTS1^25^), few have been tested in the context of aged muscle regeneration. Although we used several models of exogenous cell-based delivery of METRNL, we also showed that direct intramuscular delivery of the recombinant peptide was sufficient to enhance aged muscle regeneration and functional capacity through its modulation of macrophages in agreement with findings by Ushach et al.^11^. We next sought to outline the connection between altered macrophage phenotype induction by rMETRNL and enhanced regeneration.

Using bulk and single-cell transcriptomic approaches, we inferred cell-to-cell communication signals originating in immune cell subpopulations targeting FAPs as the effector cell population. Since their identification in 2010^26^, FAPs have been revealed as key mediators of homeostasis and repair in several areas of muscle physiology. In healthy muscle regeneration, the number of intramuscular FAPs transiently expand to 2–4 times greater than that of uninjured control muscle before returning to baseline around 9 days post injury^19^. In pathological conditions, uncontrolled FAP clearance can lead to unsuccessful muscle regeneration and fibrosis. This has been studied in murine models of Duchene’s Muscular dystrophy, where FAPs play a contributing role to the progressive muscle fibrosis associated with the diseases’ degenerative progression^27^. Furthermore, Lemos et al^19^. helped to outline a relationship between FAP differentiation, TNFα and FAP apoptosis—a clear cell-to-cell signaling network altered in aged muscle according to our data. Here, we have provided novel data on age-associated detriments to FAP population expansion and clearance in response to BaCl_2_-induced damage. We have also demonstrated their propensity for reduced apoptosis post injury, a time when healthy muscle has highly upregulated FAP clearance. These data outline potential aspects of FAP biology, which could be targeted by therapeutic strategies to improve muscle homeostasis and repair in aged muscle.

To our knowledge, no therapies have been tested which aim to manipulate FAP responses in aged muscle to improve recovery following damage. We present data demonstrating *Metrnl*-mediated enhancements in muscle regeneration in multiple mouse models. We then demonstrate the rejuvenating properties of METRNL are mediated by the effects of TNFα on FAP fibrogenesis and apoptosis in aged muscle. Currently, the molecular cross-talk between immune cells and FAPs is limited, especially in the context of aging. However, our data corroborate those of Lemos et al, who showed the macrophage-derived cytokine TNFα plays an integral part in FAP apoptosis and clearance in the *mdx* mouse^19^. These findings demonstrate a specific mechanism for rMETRNL treatment to enhance muscle regeneration, but they also show a proof-of-concept that FAPs provide a therapeutic cellular target to combat age-related loss in muscle regenerative capacity. Using a clinically relevant approach, we demonstrate the rejuvenating effects of *Metrnl* can be attained by intramuscular administration of the recombinant peptide, at therapeutic doses, in the short-term following muscle damage.

Together, these data demonstrate a novel age-related decline in *Metrnl* expression following muscle damage contributing, in part, to incomplete muscle regeneration. We have outlined cellular strategies to restore *Metrnl* in mouse models of physiological and BaCl_2_-induced muscle damage through adenoviral transduction, shared circulation, and chimera generation. We then demonstrated the efficacy of intramuscular administration of an rMETRNL as a rejuvenating biologic to enhance aged muscle regeneration. Lastly, we outlined a cellular mechanism for rMETRNL action through macrophage phenotype and secretion during the initial stages of regeneration, leading to a downstream molecular mechanism of TNFα-induced FAP modulation and apoptosis.

## Methods

### Animals

All animal experiments and care followed the guidelines and were approved by the Institutional Animal Care and Use Committee at Duke University Medical Center. For all experiments, C57/BL6J mice were acquired through the National Institute of Aging animal colony and used for experiments at 3–4 months of age (labeled as ‘Young’) or at age 24–26 months (‘Old’). For parabiosis and bone marrow transplant experiments, Metrnl knockout mice (Metrnl^−/−^) were previously described^5^. All mice were house in climate-controlled facility with temperature maintained at 22 °C ± 1 °C, humidity maintained between 30–70%, and light/dark cycle of 12 h/12 h. One experimental endpoints were reached, mice were euthanized by CO_2_ asphyxiation for >5 min followed by decapitation as secondary confirmation.

### AAV infection

Where indicated, C57/Bl6J, male mice were transduced with 100 µl AAV8-null or AAV-Metrnl vectors at 3.0 × 10^11^ vg/mouse administered by tail vein injection 14 days prior to subsequent experimentation.

### Muscle injury

Barium chloride (BaCl_2_) was used to induce muscle damage in tibialis anterior muscle via intramuscular injection of 30 uL of 1.2%(vol/vol) BaCl_2_ in PBS using 30 g needle^28^. Uninjured controls were injected with an equal volume of PBS. For experiments shown in Fig. 1d–g, muscle damage was induced by exhaustive downhill treadmill running, 22 m/min at a −15 degrees angle^29^ with average time to exhaustion of 120 m.

### Parabiosis

Anastomosis surgery was carried out on female mouse pairs 3 weeks prior to muscle injury experiments^5,20,30^. Under isoflurane anesthesia, mice were randomly selected for pairing with extreme differences in size precluding some pairings. Skin and fascia were cut from elbow to knee before suturing to close the wound. This established isochronic pairs (old to old), heterochronic wild-type pairs (young WT to old WT), and heterochronic Metrnl^−/−^ pairs (young Metrnl^−/−^ to Old WT).

### Reconstituted bone marrow chimera

Male Recipient mice were irradiated with 900 cGy and injected via tail vein injection with donor bone marrow cells (1 × 10^6^ cells in 200 µL PBS). Engrafted cells were allowed to establish for 2 months before muscle injury experiments and verified by flow cytometry^5,20^.

### Real-time qPCR

RNA was extracted from whole muscle using Trizol reagent and glass bead homogenizer before purification using Qiagen (Germantown, MD, USA) spin column. Reverse transcription was performed using SuperScript VILO cDNA synthesis kit (Life Technologies, Waltham, MA, USA). Real time PCR was performed on Quant Studio 6 system (Life Technologies) using Power SYBR Green PCR mastermix (Life Technologies) and appropriate primers listed in supplementary table 1.

### Bone marrow-derived macrophage culture

Primary mouse bone marrow-derived macrophages (BMDMs) were obtained by flushing mouse tibia and femurs with DMEM using a 27-guage sterile needle into a collection tube. The marrow was dispersed by passing the sample through the same needle multiple times. Red blood cells were lysed using ammonium chloride and remaining cells were seeded on 10 cm tissue culture plates in DMEM supplemented with 10%(v/v) fetal bovine serum mixed with 30%(v/v) L929 cell-conditioned medium for 5 days at 37 C, 5% CO_2_. RNA from these cells was then collected for RNA sequencing analysis. Conditioned media was collected for proteomics analysis of secreted proteins. To activate the BMDM, they were left untreated for 2 days (Control), treated with 10 ng/mL of IL-4, or treated with 50 ng/mL Salmonella LPS for 2 days RNA was collected and analyzed by qPCR, conditioned media were collected for ELISA of METRNL.

### Muscle histology

Muscle architecture was analyzed by freezing tibialis anterior muscle embedded OCT by dipping in liquid nitrogen-cooled isopentane. 10 uM cross sections were cut using a cryotome and stained using hematoxylin and eosin for experiments in Fig. 3 and picosirius red for Fig. 6. Images were taken using Olympus microscope and analyzed using Olympus CellSense software to determine area of individual fibers. CSA was calculated by determining area of >100 fibers across three images for each sample and using this result to average with each sample from that experimental group. For picosirius red staining, all images were taken using identical camera and light settings. RGB images were imported to ImageJ, thresholds were set to cover Red stained regions and percent of threshold pixels was determined. All analysis steps were used to generate a macro script which was applied to all images from the experiment to maintain consistency.

### In situ force measurement

Tibialis anterior (TA) muscle contractile properties were measured using the Aurora Scientific 1300-A whole mouse muscle test system. Briefly, the mouse was anesthetized using 2.5% isofluorane and body core temperature maintained at 37 °C using a heated platform. The hind limb was shaved and the TA muscle was surgically exposed and the distal end of the TA tendon sutured to the force transducer. To induce muscle contraction, the sciatic nerve was exposed by an incision along the thigh and the peroneal branch identified. Needle electrodes were placed on the peroneal branch of the sciatic nerve to specifically induce contraction to the TA. Throughout the experiment, saline was applied to the exposed TA muscle to ensure the muscle remained fully hydrated. To assess muscle function the optimal length (L0) and current amplitude were determined for each individual mouse. A force-frequency relationship was measured by applying 0.25 s trains of 1, 10, 20, 50, 75, 100, 120, and 150 Hz with a 60 s rest period between each elicited contraction. Data were recorded and analyzed using the Lab-View-based DMC and DMA software (Version 3.12, Aurora Scientific, Aurora, ON, Canada). At the end of each experiment, the distal TA tendon was removed and TA muscle weight was measured. The muscle CSA was determined based on a muscle density of 1.06 g/cm^3^ and fiber length to Lo ratio of 0.6 as described previously^31^. All force measurements and tissue collections were performed blinded to experimental group identity.

### RNA sequencing

RNAseq was performed by Novogene Co. (Durham, NC). Total RNA from muscle was extracted as detailed above. 1 µg of RNA was used to generate cDNA libraries using NEBNext Ultra RNA Library Prep Kit (NEB, USA) per manufacturer’s instructions. Libraries were sequenced on NovaSeq 6000 platform (Illumina) and paired-end reads were generated and mapped to mouse genome. Quantification and differential gene expression were performed using DESeq2 R package follow by GSEA^32^.

### 10x genomics-based single-cell analysis

Single-cell RNAseq was performed on single-cell suspensions collected from pooled triplicate samples from tibialis anterior muscles of young PBS-treated, old PBS-treated, and old-rMETRNL-treated mice 96 h following BaCl_2 -_induced muscle damage. 15,000 cells from each of the three samples were used to generate cDNA. On 10X Genomics Chromium Drop-seq platform, cells were resuspended in a mastermix containing reverse transcription reagents, ×10 barcode, transcript identifiers and lysed in nanoliter scale gel bead emulsions. When each cell/bead was lysed, reverse transcription began on all transcripts in a single bead emulsion and identifiable by ×10 barcode. cDNAs were cleaned, quantified, and sheared for library construction by end-repair and A-tailing. Final libraries contained bridge amplification primers. Paired-end sequencing was performed on 45,000 cells per library on Illumina 2500 sequencing platform at 50,000 reads/cell. Single-cell expression data was performed in 10X Genomics Cell Ranger software v1.3 to demultiplex raw FASTQ reads and align with mouse genome. Seurat package^33^ was used to perform quality control analysis, sample scaling, and normalization. Cell clusters were identified using Seurat FindClusters function and visualized using UMAP dimensionality reduction. Cluster identification was performed using standard gene markers for positive and negative selection. Further subset analysis of fibro/adipogenic progenitor cells (FAPs) was performed using Seurat Subset function, and rescaling/normalizing cell subset. CellChat package^18^ was used for cell-to-cell communication pathway inference. For in silico analysis performed in Supplemental Fig. 1d–g, processed and integrated data were generously shared by B. Cosgrove associated with the publication McKellar et al.^15^ and analyzed using similar packages as stated above. All functions were used from listed packages without change and scripts are available upon request.

### Flow cytometry and cell sorting

Mouse muscle was collected, digested, and prepared into a single-cell suspension for flow cytometry or FACS using the methods detailed by Liu et al.^34^. Triceps, quadriceps, hamstrings, tibialis anterior, gastrocnemius, soleus, and plantaris muscles were collected from uninjured mice, or tibialis anterior muscles were used in mouse injury experiments. Muscles were dissected, minced using scissors, digested in 10 mL of F10 + 10%(v/v) horse serum and 1000 u/mL Collagenase, Type 2 (Worthington) for 60 min at 37 °C in a shaking water bath, washed in F10 media, digested again for 30 min at 37 C in F10 + 10%(v/v) horse serum + 1.1 U/mL dispase (Gibco) and 100 U/mL type 2 collagenase, washed, passed through 40 uM cell strainer and stained with antibodies for flow cytometry. Cells were identified on flow cytometers by forward scatter and side scatter parameters. For analysis of leukocytes, negative selection markers were AF488-Ly6G and AF488-SiglecF, and positive selection markers CD45-APC and CD11b-PE-Cy7, F4/80-PE with Ly6C-PB hi and low determined by gating on unstained and fluorescence minus one (FMO) control samples (shown in Fig. 3b and Fig. S2e). For analysis of FAP cells, cells were negative gated for APC-CD45, APC-CD11b, APC-Ter119, and APC-CD31, and PE-VCAM1 populations before selecting SCA1 + cells (gating and FMO controls shown in Fig. S4h, i). For AnnexinV analysis, these Sca1+ cells were positively gated before analysis of PB-AnnexinV. Flow cytometry and FACS were performed on Sony MA900 cell sorter equipped with four lasers and appropriate detector filter sets. Cell sorting was performed in biosafety cabinet at 4 C using 100 µM microfluidic chip at a pressure near 20PSI. Cells were collected in media used for culturing but washed once prior to seeding to remove FACS sorting sheath fluid.

### Fibro/adipogenic progenitor culture

FAPs were collected by FACS as described above and cultured at 37 C, 5% CO_2_ humidified incubator in F10 + 10%(v/v) Horse serum and 10 ng/mL bFGF. Where indicated, FAP culture media was mixed 50/50(v/v) with macrophage-conditioned media.

### Chemical reagents

Etanercept (Sigma, Y0001969) was used at 100 uM in vitro and 1 mg/kg in vivo delivery via intraperitoneal injection in 100 uL saline solution. bFGF (Gibco, #13256-029) was used at 10 ng/mL, rMETRNL (R&D Biosystems) was used at 100 ng/mL in vitro and 0.1 ng/dose in vivo. Antibodies used include the following: APC anti-mouse CD45 (1:200, Biolegend 157605), APC anti-mouse CD11b (1:200, Biolegend, 101211), PE anti-mouse CD106 (1:50, VCAM, Biolegend 105713), FITC anti-mouse Ly6A/E (SCA1, 1:50, Biolegend, 108105), Pacific Blue anti-mouse Ly6C (1:200, Biolegend, 128013), AlexaFluoro 488 anti-mouse CD170 (SiglecF, 1:200, Biolegend 155524), AlexaFluoro 488 anti-mouse Ly6G (1:200, Biolegend 127626), APC anti-mouse F4/80 (1:200, Biolegend 123116), Pacific Blue AnnexinV (Biolegend 640926), PE-Cy7 anti-mouse CD11b (1:200, Biolegend 101216). Mouse Meteorin-like DuoSet ELISA (R&D Systems DY6679).

### Statistical analysis

Statistical analyses performed included Student’s *t* test (unpaired, two-tailed) between pre-planned comparisons of two groups, one-way and two-by-two analysis of variance tests were performed using Fisher’s LSD post hoc analysis when significant interactions were seen. All bar graphs presented are means ±  SEM and *α* was set at *p* < 0.05. The number of replicates for each experiment is indicated in respective figure legends as well as defined markers for significant comparisons or *p* values.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary files

Supplementary Data 1

Reporting Summary

## Data Availability

Single-Cell RNA sequencing data (Fig. 5) has been deposited to GEO at Accession ID GSE217258. Bulk RNA sequencing associated with Fig. 4 is available at GEO Accession ID GSE217037. Single Cell RNA sequencing associated with Supplementary fig. 1 was previously published^15^ and is available at Accession ID GSE143437. Supplementary data 1 includes RNA sequencing results related to Supplemental Fig. 1a. Source data are provided in this paper.

## Source data

Source Data

## References

[1] Martinez BP (2015). Frequency of sarcopenia and associated factors among hospitalized elderly patients. BMC Musculoskelet. Disord..

[2] Janssen I, Shepard DS, Katzmarzyk PT, Roubenoff R (2004). The healthcare costs of sarcopenia in the United States. J. Am. Geriatr. Soc..

[3] Brett JO (2020). Exercise rejuvenates quiescent skeletal muscle stem cells in old mice through restoration of Cyclin D1. Nat. Metab..

[4] Cerletti M, Jang YC, Finley LW, Haigis MC, Wagers AJ (2012). Short-term calorie restriction enhances skeletal muscle stem cell function. Cell Stem Cell.

[5] Baht GS (2020). Meteorin-like facilitates skeletal muscle repair through a Stat3/IGF-1 mechanism. Nat. Metab..

[6] Lepper C, Partridge TA, Fan CM (2011). An absolute requirement for Pax7-positive satellite cells in acute injury-induced skeletal muscle regeneration. Development.

[7] Chakkalakal JV, Jones KM, Basson MA, Brack AS (2012). The aged niche disrupts muscle stem cell quiescence. Nature.

[8] Conboy IM (2005). Rejuvenation of aged progenitor cells by exposure to a young systemic environment. Nature.

[9] Shang M (2020). Macrophage-derived glutamine boosts satellite cells and muscle regeneration. Nature.

[10] Rao RR (2014). Meteorin-like is a hormone that regulates immune-adipose interactions to increase beige fat thermogenesis. Cell.

[11] Ushach I (2015). METEORIN-LIKE is a cytokine associated with barrier tissues and alternatively activated macrophages. Clin. Immunol..

[12] Gong W (2016). Meteorin-like shows unique expression pattern in bone and its overexpression inhibits osteoblast differentiation. PLoS One.

[13] Huang, R. et al. The role of Meteorin-like in skeletal development and bone fracture healing. *J. Orthop. Res.***40**, 2510–2521 (2022).10.1002/jor.25286PMC930918835076116

[14] Löffler D (2017). METRNL decreases during adipogenesis and inhibits adipocyte differentiation leading to adipocyte hypertrophy in humans. Int J. Obes. (Lond.).

[15] McKellar DW (2021). Large-scale integration of single-cell transcriptomic data captures transitional progenitor states in mouse skeletal muscle regeneration. Commun. Biol..

[16] Chazaud B (2020). Inflammation and skeletal muscle regeneration: leave it to the macrophages!. Trends Immunol..

[17] Kuswanto W (2016). Poor repair of skeletal muscle in aging mice reflects a defect in local, interleukin-33-dependent accumulation of regulatory T cells. Immunity.

[18] Jin S (2021). Inference and analysis of cell-cell communication using CellChat. Nat. Commun..

[19] Lemos DR (2015). Nilotinib reduces muscle fibrosis in chronic muscle injury by promoting TNF-mediated apoptosis of fibro/adipogenic progenitors. Nat. Med..

[20] Vi L (2018). Macrophage cells secrete factors including LRP1 that orchestrate the rejuvenation of bone repair in mice. Nat. Commun..

[21] Brack AS (2007). Increased Wnt signaling during aging alters muscle stem cell fate and increases fibrosis. Science.

[22] Deng B, Wehling-Henricks M, Villalta SA, Wang Y, Tidball JG (2012). IL-10 triggers changes in macrophage phenotype that promote muscle growth and regeneration. J. Immunol..

[23] Lu H, Huang D, Ransohoff RM, Zhou L (2011). Acute skeletal muscle injury: CCL2 expression by both monocytes and injured muscle is required for repair. FASEB J..

[24] Tonkin J (2015). Monocyte/macrophage-derived igf-1 orchestrates murine skeletal muscle regeneration and modulates autocrine polarization. Mol. Ther..

[25] Du H (2017). Macrophage-released ADAMTS1 promotes muscle stem cell activation. Nat. Commun..

[26] Joe AW (2010). Muscle injury activates resident fibro/adipogenic progenitors that facilitate myogenesis. Nat. Cell Biol..

[27] Reggio, A., et al. Metabolic reprogramming of fibro/adipogenic progenitors facilitates muscle regeneration. *Life Sci. Alliance***3**, e202000646 (2020).10.26508/lsa.202000660PMC700370832019766

[28] White JP (2018). The AMPK/p27(Kip1) axis regulates autophagy/apoptosis decisions in aged skeletal muscle stem cells. Stem Cell Rep..

[29] Carmichael MD (2010). Role of brain macrophages on IL-1beta and fatigue following eccentric exercise-induced muscle damage. Brain Behav. Immun..

[30] Baht GS (2015). Exposure to a youthful circulaton rejuvenates bone repair through modulation of β-catenin. Nat. Commun..

[31] Brooks SV, Faulkner JA (1988). Contractile properties of skeletal muscles from young, adult and aged mice. J. Physiol..

[32] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[33] Hao Y (2021). Integrated analysis of multimodal single-cell data. Cell.

[34] Liu L, Cheung TH, Charville GW, Rando TA (2015). Isolation of skeletal muscle stem cells by fluorescence-activated cell sorting. Nat. Protoc..

# Supplementary material for: Meteorin-like is an injectable peptide that can enhance regeneration in aged muscle through immune-driven fibro/adipogenic progenitor signaling
**Source:** Nat Commun. 2022 Dec 9;13:7613. doi: 10.1038/s41467-022-35390-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary files

## Description of Additional Supplementary Files

**Supplementary Data 1.** Results of RNA sequencing data related to Supplementary figure 1a.

How the deposited data were processed for this re-analysis (not part of the article)

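RNA of tibialis anterior muscle injured with barium chloride was sequenced in 9 libraries, 3 from young PBS mice, 3 from old PBS mice and 3 from old rMETRNL mice. The authors deposited raw counts, the number of reads counted on each Ensembl gene, without normalization and with replicates kept apart. Per the methods, the libraries were made with the NEBNext Ultra kit and sequenced paired-end, and the reads were mapped to the mouse genome. The values are whole numbers whose totals differ between libraries, from 16238700 to 22522560. The paper's text names DESeq2 for quantification and differential expression, and names no aligner, annotation or strand setting. All columns of the file were used.

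The file lists 54532 genes, of which 54409 were matched to a symbol and 24310 had 0 counts in every library. Coordinates, exon lengths, GC content and Entrez identifiers came from an annotation of GRCm38. A count of 3 was taken as the floor. A fold change against a group whose libraries were all at or under the floor was computed against the floor and is given as a lower bound.

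Groups were compared in pairs on their 6 libraries with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, counts were normalized by TMM, and glmQLFit and glmQLFTest were used with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors were derived from the log2 fold change and the F statistic. Normalized levels are CPM with TMM factors from all 9 libraries. DESeq2 1.42.0 was run with its defaults as an alternative. Gene sets were tested with camera in limma 3.58.1 at a preset correlation of 0.01, and with the correlation estimated from the data and with fry as alternatives. Reactome sets came from the file shipped with fgsea 1.28.0. Principal components, distances and clustering used log2 CPM with a prior count of 2, on the 16124 genes kept over the 3 groups. Clustering used 1 minus the Pearson correlation with average linkage. Where fewer than 50 genes passed the threshold, the 311 genes of lowest p-value were clustered.

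The genes named in the text are the genes of Fig. 4e, the genes the paper names that these libraries can bear on, and for each comparison up to 3 genes with the largest rise and 3 with the largest fall among those that passed the threshold with groups that do not overlap. Genes named outside this rule were chosen after their values were seen, and the text says so there. The lists were collagen chain genes, matrix genes, tendon, fibro-adipogenic cells, macrophages, endothelium, adipocytes, blood, B and plasma cells, nerve, new and mature muscle fibres, dissociation and sex. Lists for brain, liver, keratinocytes, Schwann cells, kidney, pancreas, lung, testis, heart and intestine were added later. The comparisons, tests, lists other than these added ones, and all alternatives not said to have been added were chosen before the data were examined.

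The alternatives were DESeq2's size factors, no filter on low counts, at least 10 counts in every library, DESeq2's Wald test, a fit of all 9 libraries, the replicate number as a block, other thresholds, other settings for the components, the clustering and the expressed genes, and each library left out in turn. For values without a test, the spread they were compared with is the SD of the values with each library left out. The numbers in the labels were checked for pairing of the libraries, and none was found. The labels give no batch or date. The comparison was tested on simulated data of 15396 genes, with 200 genes changed strongly and a set of 40 others raised slightly. Levels and spread were taken from the young PBS and old rMETRNL libraries alone. The simulation therefore does not show how many changes the comparisons with old PBS, whose libraries differed more, would find. The 237 calls of edgeR were 195 of the 200 genes, 24 of the set and 18 false calls. The 246 calls of DESeq2 were 195 of the 200 genes, 28 of the set and 23 false calls. No library was left out of the results reported as main values.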

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

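All tests in this part were chosen only after the result was seen, and the genes named here other than Mobp were chosen after their values were seen.

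The old PBS libraries held transcripts that the paper does not report on and that the other groups nearly lacked. With at least 20 counts in old PBS and at most 2% of that elsewhere, 99 genes met this description, against 29 in young PBS and 0 in old rMETRNL. Of the 99 genes, 51 were above the floor of 3 counts in every old PBS library and 6 rested on a single library. Together they took 0.0180% of the old PBS counts. All 29 young PBS genes rested on young PBS 2.

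Genes known from brain were among those far higher in old PBS than elsewhere. Mobp had 1397 counts in old PBS and 0 elsewhere, and Slc1a2 had 1225 against 28 and Gfap 431 against 18. A list of 30 further brain genes was then written. Of these, 14 were higher in every old PBS library than in every other library, where chance gives 0.357. That is short of the majority that was taken as the mark for RNA of brain tissue, so the whole list left the explanation open. Of the 30 genes, 18 had at least 1 CPM in the other libraries. After that count was seen, the list was restricted to the 12 genes under 1 CPM in the other libraries, and 9 of these were higher in every old PBS library. Since the restriction followed the first result, the second count carries less weight. RNA of brain tissue in the libraries is a candidate explanation. Nerve within the muscle also stays open. The median log2 ratio of 8 genes of Schwann cells was -0.22, but 3 of them were higher in old PBS and 5 lower, so this median does not decide. The list of nerve genes was higher in old PBS, and it holds Mbp, which brain also transcribes. Other explanations are argued against by the tables. The median total of the old PBS libraries was 1.08 times that of the others, which is too little for library size. Reads misassigned from many tissues, or genomic DNA, would raise genes of kidney, pancreas, lung, testis, heart and intestine. Of 48 such genes 16 had at least 10 counts, and 1 of them, from the heart list, was higher in every old PBS library. A separate library or sequencing batch of the old PBS libraries would coincide with the condition, and the labels give no batch. That Mobp was above the floor in 3 of the 3 old PBS libraries and in no other restates the pattern and decides nothing here. Transcription of these genes in old injured muscle, and its loss with rMETRNL, stays open and was not tested.

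Genes of liver showed the same grouping. Alb had 1489 counts in old PBS, at 956, 508 and 25 in libraries 2, 3 and 4, against 5 elsewhere. Apoa1 had 46, 53 and 26 counts and 0 elsewhere. Of 20 further liver genes, 10 were higher in every old PBS library than in every other library, where chance gives 0.238. This is again not a majority, and RNA of liver tissue stays open on the whole list, of which 4 genes had at least 1 CPM in the other libraries. Restricted after that count was seen to the 16 genes under 1 CPM in the other libraries, the count was 10 and formed a majority, which is consistent with RNA of liver in these libraries. A mixture of brain and liver RNA in fixed proportions would give one ratio of liver to brain counts. The ratios were 0.721, 0.379 and 0.0369 in old PBS 2, 3 and 4, a 19.5-fold range, which argues against such a mixture. Age and treatment stay among the open explanations, as untested.

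Young PBS 2 held transcripts of skin. Krt77 had 872 counts there and 0 in every other library, and Krt5 had 188 and Flg2 222, also with 0 elsewhere. Of 20 keratinocyte genes, 13 were more than 4 times higher in young PBS 2 than in any other library, and 15 of the 20 were under 1 CPM outside it. RNA of skin in this library is a candidate explanation. No biological explanation was tested, since the design gives none for a single library.

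Xist, which is transcribed from the inactive X chromosome of females, had 50 counts in old PBS, at 21, 21 and 8, against 6 in the other libraries together. Female mice in the old PBS group are argued against by the Y-linked genes, whose mean CPM in old PBS was 1.08 times that in the others. A small share of RNA from another animal remains possible and was not tested.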

How the results depend on the processing

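No alternative with a value in this part was chosen after the data were seen except where a sentence says so.

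The number of genes with an adjusted p-value under 0.05 moved more than any other result. Between old PBS and young PBS the count of 10 became 354 without a filter on low counts, 3 with at least 10 counts in every library, 265 with DESeq2's Wald test and 63 with one fit of all 9 libraries. It was 57 at an adjusted p under 0.1 and 920 at an unadjusted p under 0.05. Across the 6 fits that each left out 1 library it ran from 2 to 401 genes, the highest without old PBS 3. Between old rMETRNL and old PBS the count of 17 became 740, 1, 354 and 71 under the same 4 alternatives, 76 and 1266 at the other thresholds, and 9 with the replicate number as a block. With 1 library left out it ran from 3 to 1560 genes, again with the highest without old PBS 3. Old rMETRNL and young PBS differed in 0 genes, and in 132 without a filter and in 371 at an unadjusted p under 0.05. With 1 library left out there were 0 to 1, the 1 without old rMETRNL 3. Genes under 1 CPM in either group were also left out after the fit, an alternative added after seeing the data. By edgeR this gave 2 genes in each comparison with old PBS. The same later restriction with DESeq2's Wald test gave 60 genes for old PBS against young PBS, 38 higher and 22 lower. For old rMETRNL against old PBS it gave 121 genes, 41 higher and 80 lower. DESeq2's size factors in the edgeR fit left the counts at 10, 17 and 0. The cause of these moves was not tested, other than fewer genes or libraries entering some fits.

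The numbers in the labels were taken as a block in 1 alternative, although they do not pair the libraries. Residuals of the 7 pairs with the same number correlated with r between -0.316 and 0.412, of which 2 exceeded 0.1, and those of the 20 other pairs with r between -0.440 and 0.377, of which 6 did.

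The correlation across genes between the age and rMETRNL changes was -0.78 without a filter. With disjoint old PBS libraries it was -0.57, -0.094 and -0.46 with library 2, 3 or 4 given to the age change, and -0.52, -0.23 and -0.39 with libraries 3 and 4, 2 and 4, or 2 and 3. Across the 9 fits that each left out 1 library it ran from -0.92 to -0.82. The correlation was negative in all of these. The share of genes in opposite directions with disjoint libraries was 63.8%, 38.6%, 56.6%, 59.3%, 43.7% and 53.2% in the same order, so that in 2 of the 6 settings most genes went the same way.

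The share of variance on PC1 was 58.5% with the 500 genes of largest variance, 49.7% with DESeq2's variance stabilizing transformation and 52.9% with log2 FPKM. On PC2 it was 11.7% with the 500 genes, 18.7% with scaled genes and 13.7% with log2 FPKM. The distance from young PBS to old rMETRNL, as a multiple of that from young to old PBS, was 0.349, 0.700 and 0.606 in the same 3 settings, against a main value of 0.540. Leaving out 1 library gave 33.1% to 48.1% on PC1, 15.1% to 20.7% on PC2, and multiples of 0.411 to 0.622. The multiple was under 1 in all of these settings. The number of old PBS libraries that clustered apart was 2 on all kept genes, where old PBS 3 joined the others, and 2 to 3 with 1 library left out, which was all that were present. The cause was not tested. The numbers of expressed genes stayed within 1.5 times the main counts in every setting run, at 14764 to 14882 in at least 1 group and 13334 to 13657 in all 3 with 1 library left out.

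The set tests depended on the treatment of correlation between genes. With the correlation estimated from the data, the medians of the collagen genes (-0.75 and 0.77) and matrix genes (-0.48 and 0.48) in the comparisons with old PBS were unchanged by construction, and each had an adjusted p of 0.201 over the 6 tests. Under fry each had 0.168. The matrix median of 0.051 against young PBS had adjusted p-values of 0.592 and 0.731 under these settings. Both settings put 0 of the 11 Reactome sets past 0.05 in the comparisons with old PBS. At an unadjusted p under 0.05 the estimated correlation gave 0 sets in both comparisons, and fry gave 0 for age and 1 for rMETRNL. The number of cell type lists past 0.05, which was 7, 6 and 8 in the 3 comparisons, became 0 in each with the estimated correlation (3, 2 and 0 unadjusted) and 0, 1 and 0 with fry (4, 2 and 0 unadjusted). For old rMETRNL against young PBS it was 5 with one fit of all 9 libraries and 5 with the block. There the collagen median of -0.055 with one fit (adjusted p = 0.0287) and -0.019 with the block (adjusted p = 0.0496) passed 0.05, while the matrix medians of 0.051 (adjusted p = 0.0647) and 0.061 (adjusted p = 0.0599) no longer did. The cause was not tested.

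Leaving out 1 library gave collagen medians of -1.03 to -0.51 for age and 0.49 to 1.10 for rMETRNL, and matrix medians of -0.68 to -0.28 and 0.34 to 0.76, all past 0.05 by camera, with the extremes without old PBS 3 and without old PBS 4. Between old rMETRNL and young PBS the medians ran from -0.19 to 0.16 and from -0.071 to 0.17, so their direction rested on single libraries. The Reactome count there ran from 0 to 9, the 9 without young PBS 1 or 3. The cell type count ran from 7 to 11 for age, the 11 without old PBS 4, from 6 to 8 for rMETRNL against old PBS, and from 2 to 6 for rMETRNL against young PBS. The Reactome count ran from 10 to 11 for age and stayed at 11 for rMETRNL. Leaving tendon genes out of the matrix list could not give a value, since that list holds none of them.

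Among single genes, Ptprc changed direction with the block, to 0.090 for age and -0.040 for rMETRNL, and Ly6c1 did for rMETRNL, at 0.010 without a filter and 0.14 with the block. Leaving out 1 library took the log2 fold change for age from -0.51 to 0.22 in Ptprc, from -0.15 to 0.30 in Cd52, from -0.084 to 0.40 in Ly6a and from -0.13 to 0.33 in Ly6c1. For rMETRNL it ran from -0.20 to 0.53, from -0.13 to 0.32, from -0.23 to 0.24 and from -0.18 to 0.27 in the same genes. None of these genes passed the threshold in the main comparisons. In the other alternatives, 43 results for single genes were stronger and 3 weaker, and the rest kept their direction and side of the threshold. DESeq2's shrunken fold changes, added after seeing the data, kept both in 15 results and were stronger in 19. With 1 library left out, 239 kept both, 22 were stronger, 29 weaker and 16 reversed. The cause was not tested.

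The depth limits the genes with few counts. A count of 3 was between 0.131 and 0.202 CPM, and fold changes of genes at that floor in a whole group are lower bounds. The median log2 fold change of all genes tested stayed within 0.0213 of 0 under both normalizations.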

Differences from the paper's values

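The paper reports 311 genes differing between young and old groups, and edgeR's test gave 10. Of the alternatives set before the data were examined, no filter on low counts (354 genes), DESeq2's Wald test (265) and leaving out old PBS 3 (401) came within 1.5 times the paper's number. DESeq2's size factors (10), at least 10 counts in every library (3), one fit of all 9 libraries (63), the block (12), an adjusted p under 0.1 (57), an unadjusted p under 0.05 (920) and leaving out each other library (2 to 9) did not. DESeq2 also called 311 genes lower in old rMETRNL than in old PBS, which is another comparison than the one the paper gives its number for.

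The log2 fold changes of 4 genes of Fig. 4e differed from the paper's by more than their standard error. That of 5930412G12Rik was 1.67 against the paper's about 1.1 in Fig. 4e, read by eye. It was within its error of the paper's with the block (1.30) and without old PBS 2 (1.54), old PBS 4 (1.37) or old rMETRNL 1 (1.56), and with no other alternative set before the data were examined. Aplnr had 1.54 against the paper's about 1.1 in Fig. 4e, read by eye. With at least 10 counts in every library (1.54), the block (1.09), and without old PBS 2 (1.62), old PBS 4 (1.13), old rMETRNL 1 (1.46) or old rMETRNL 2 (1.48) it was within its error of the paper's, and otherwise not. Gm266 had 1.65 against the paper's about 1.1 in Fig. 4e, read by eye, which the block (1.37) and leaving out old PBS 4 (1.37) closed and the other alternatives did not. Kera had 1.62 against the paper's about 1.0 in Fig. 4e, read by eye, and only leaving out old PBS 3 (1.20) closed the gap. Some of these settings closed it through a larger error. DESeq2's fold changes shrunken with its normal prior, chosen after seeing the values, were 0.84, 0.80, 0.78 and 0.77. For every gene of Fig. 4e, the figure's value lay under the main one and above the shrunken one. In Col3a1 the figure had about 0.89, read by eye, against 1.14 and 0.73.

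On the scale of the negative decimal logarithm, the unadjusted p-value of Nrep was 3.53 by edgeR's test (p = 0.000296) against the paper's about 7.3 in Fig. 4e, read by eye. That of Col3a1 was 1.77 by edgeR's test (p = 0.0171) against the paper's about 3.6 in Fig. 4e, read by eye. With DESeq2's Wald test, the only alternative compared, they were 7.36 and 3.61, and the gap closed in both. For 19 of the 19 genes listed, DESeq2's unadjusted p was within 1.1 times the value in Fig. 4e, whereas the legend names another test and an adjustment for false discovery.

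The paper states that Fig. 4e shows the transcripts most altered by p-value. By DESeq2 the 20 lowest p-values all belonged to genes that fell with rMETRNL, and of the lowest 100 a single gene rose and 99 fell. The 19 listed genes are those with the 19 lowest DESeq2 p-values among the genes that rose, and the list is 1 shorter than the text states. By edgeR's test 0 of the 19 passed an adjusted p of 0.05 and 19 had an unadjusted p under 0.05. DESeq2's Wald test called all 19.

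The paper states that the collagen and matrix pathways were higher in old muscle and that rMETRNL reversed this. In these libraries the collagen and matrix lists had medians of -0.75 and -0.48 in old PBS against young PBS, and all 11 Reactome sets were lower in old PBS by camera, 10 of them past an adjusted p of 0.05. No alternative gave a positive median for either list. With rMETRNL they rose, as the paper's account of Fig. 4f has it.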

Other observations

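The tests on the matrix genes in this part were chosen only after the result was seen, and the tests that regroup the libraries were set beforehand.

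Other groupings of the libraries were compared with the real one. Of the 10 splits of the 6 libraries of old and young PBS, 1, the real one, gave as many genes past the threshold, 1 as small a camera p for the collagen genes, 1 as small a p for the matrix genes, 4 as many Reactome sets and 2 as many cell type lists. For old rMETRNL and old PBS these numbers were 1, 1, 1, 3 and 6. For old rMETRNL and young PBS they were 10, 9, 6, 10 and 2, and the split of young PBS 1, young PBS 2 and old rMETRNL 3 against the other 3 libraries gave 302 genes where the real split gave 0 (371 at an unadjusted p under 0.05). With 10 splits a share under 0.1 cannot be reached, so these splits alone cannot tell these results from groupings by chance. The negative correlation of the age and rMETRNL changes was reached by 4 of the 840 ways of drawing the 3 groups, the real one included, where the median way gave -0.51.

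The lower matrix genes in old PBS were weighed against technical explanations. Dilution by RNA of other tissues stays open. All genes that DESeq2 calls higher in old PBS took 0.440% of its counts. That share leaves out RNA of genes that muscle also transcribes, so it does not decide. After the trend of fold change with GC content and gene length was removed, the matrix median was -0.52, outside the -0.17 to 0.094 of 1000 random lists, which argues against that trend as the whole cause. Less tendon in the dissected tissue stays open. The matrix list, none of whose genes is on the tendon list, had a median of -0.48, but tendon cells transcribe matrix genes too, so that value does not decide. A smaller share of all cells other than muscle fibres also stays open. The matrix list fell by 0.20 more than the mean of the macrophage, endothelial and fibro-adipogenic lists, and the exact permutation test gave p = 0.298. Age and treatment are open as well, and were not tested apart from these.

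Lists were also compared between the 3 old PBS libraries and the other 6, by two-sided exact permutation tests of the mean log2 CPM over 84 splits, whose smallest p is 0.0119, with adjustment over the 14 lists. None of the 14 passed an adjusted p of 0.05, and 5 had an unadjusted p under 0.05. The differences in order were -0.74 for tendon (exact p = 0.0357, adjusted 0.125), -0.58 for collagen (exact p = 0.0476, adjusted 0.133), -0.51 for matrix (exact p = 0.0238, adjusted 0.111), -0.37 for macrophages (exact p = 0.0714, adjusted 0.167), -0.31 for endothelium (exact p = 0.0119, adjusted 0.0833), -0.27 for fibro-adipogenic cells (exact p = 0.179, adjusted 0.313), -0.17 for new fibres (exact p = 0.655, adjusted 0.764) and -0.055 for dissociation (exact p = 0.762, adjusted 0.821). Rises were 0.031 for mature fibres (exact p = 0.917, adjusted 0.917), 0.045 for sex (exact p = 0.583, adjusted 0.742), 0.33 for adipocytes (exact p = 0.488, adjusted 0.683), 0.64 for B and plasma cells (exact p = 0.155, adjusted 0.310), 1.18 for nerve (exact p = 0.0119, adjusted 0.0833) and 1.23 for blood (exact p = 0.298, adjusted 0.463). The nerve list holds Mbp, which brain also transcribes.

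The old PBS libraries also differed among themselves. Myh3, the myosin of newly formed fibres, chosen after its values were seen, had 3924, 28756 and 882 counts in old PBS 2, 3 and 4, and 2948 to 7297 in the other 6 libraries. The share of mitochondrial counts was 11.0%, 5.85% and 12.8% in old PBS 2, 3 and 4, and 5.69% to 8.00% in the others. Metrnl had 19.2 ± 3.14 CPM (SD, n = 3) in old PBS, 26.4 ± 2.40 (SD, n = 3) in young PBS and 28.3 ± 3.64 (SD, n = 3) in old rMETRNL. Its log2 fold change between old rMETRNL and old PBS was 0.56 (adjusted p = 0.451, edgeR). Among the 14 genes the paper names that these libraries can bear on, 12 were higher with rMETRNL than in old PBS. By edgeR, 0 of these 14 passed an adjusted p of 0.05 over all genes tested and 7 had an unadjusted p under 0.05. Adjusted over the list alone, 1 passed by edgeR. DESeq2 passed 2 of the 14 over all genes tested, Col3a1 (adjusted p = 0.0198) and Col24a1 (adjusted p = 0.0174).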
